# Developmental dynamics of two bipotent thymic epithelial progenitor types

**DOI:** 10.1038/s41586-022-04752-8

**Published:** 2022-05-25

**Authors:** Anja Nusser, Sagar, Jeremy B. Swann, Brigitte Krauth, Dagmar Diekhoff, Lesly Calderon, Christiane Happe, Dominic Grün, Thomas Boehm

**Keywords:** Immunology, Cell biology

## Abstract

T cell development in the thymus is essential for cellular immunity and depends on the organotypic thymic epithelial microenvironment. In comparison with other organs, the size and cellular composition of the thymus are unusually dynamic, as exemplified by rapid growth and high T cell output during early stages of development, followed by a gradual loss of functional thymic epithelial cells and diminished naive T cell production with age^1–10^. Single-cell RNA sequencing (scRNA-seq) has uncovered an unexpected heterogeneity of cell types in the thymic epithelium of young and aged adult mice^11–18^; however, the identities and developmental dynamics of putative pre- and postnatal epithelial progenitors have remained unresolved^1,12,16,17,19–27^. Here we combine scRNA-seq and a new CRISPR–Cas9-based cellular barcoding system in mice to determine qualitative and quantitative changes in the thymic epithelium over time. This dual approach enabled us to identify two principal progenitor populations: an early bipotent progenitor type biased towards cortical epithelium and a postnatal bipotent progenitor population biased towards medullary epithelium. We further demonstrate that continuous autocrine provision of Fgf7 leads to sustained expansion of thymic microenvironments without exhausting the epithelial progenitor pools, suggesting a strategy to modulate the extent of thymopoietic activity.

## Abstract (web summary)

Two populations of thymic progenitors are identified, an early bipotent progenitor type biased towards cortical epithelium and a postnatal bipotent progenitor type biased towards medullary epithelium.

## Main

Differentiation of thymic epithelial cells (TECs) is dependent on the Foxn1 transcription factor^28–35^, and defects in epithelial specification and development are known to block T cell development, resulting in profound immunodeficiency and/or autoimmunity^36,37^. Because the thymic epithelium occupies such a central role in the formation and maintenance of cellular immunity, it has become an attractive target for immunomodulatory and regenerative therapies^38–43^ designed to correct congenital lack or iatrogenic loss of thymic tissue or to modify failing central tolerance. However, despite the immunological importance of TECs, central aspects of the biology of these cells remain unresolved. Progenitor activity in the embryonic thymus is associated with cells expressing *Psmb11*, encoding a thymus-specific component of the immunoproteasome^1,24,25^; however, the presence of a bipotent epithelial progenitor (or multiple bipotent progenitors)^22,23^ capable of giving rise to the cortical and medullary regions of the adult thymus, as well as the many different specialized epithelial subtypes^11–18^, has not yet been demonstrated. Here a high-resolution CRISPR–Cas9-based barcoding scheme combined with single-cell RNA sequencing (scRNA-seq) identifies bipotent progenitors in embryonic and adult TEC populations and shows their developmental relationship. Notably, we also demonstrate that continuous signalling via Fgfr2b causes a massive and sustained quantitative increase in TEC numbers, without altering the dynamic qualitative changes associated with the ageing thymic microenvironment.

## Cellular heterogeneity among TECs

We used scRNA-seq by CEL-Seq2 (refs. ^44,45^) to examine the cellular heterogeneity of CD45^–^EpCAM^+^ TECs from 4-week-old (postnatal day (P) 28) mice (Extended Data Fig. 1a, b). 

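The P28 cells came from 4 wild-type mice, namely a non-barcoded male, a barcoded male and barcoded females A and B. In barcoded mice, the *Hprt* gene had been scarred by Cas9 so that lineages could be read, and only a part of the volume of each well was used for the transcriptome. The whole volume was used for the non-barcoded male. Each library held up to 96 cells, and there were 28 libraries of the non-barcoded male, 80 of the barcoded male, 28 of female A and 40 of female B. Of these libraries, 160 held TECs that were not sorted further, 12 held Ly51+ TECs and 4 held UEA-1+ TECs. For each gene and cell, the authors deposited the number of transcripts estimated from molecular barcodes by binomial statistics, with no normalization between cells. Cells with at least 1500 transcripts were kept, of which at most 2% could come from *Kcnq1ot1*, as in the paper's methods. Between 1608 and 5036 unsorted cells per mouse passed, with 11768900 to 40884500 transcripts in all. The median number of transcripts per cell was 12334 in the non-barcoded male and 4728 to 5434 in the barcoded mice. Levels of genes are given as CPM, relative to totals without mitochondrial genes, spike-ins and *Hprt*. With the sorted libraries, 11448 cells fell into 19 clusters (scanpy, 40 principal components, 15 neighbours, Leiden resolution 1). The downscaling of cells to equal transcript numbers and the VarID clustering of the paper were not repeated.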

Cells with similar transcriptional profiles were identified by Louvain clustering using VarID^46^, and their predicted relationships were quantified by VarID transition probabilities. In agreement with previous studies^1,11–18^, the resulting Uniform Manifold Approximation and Projection (UMAP) plot (Fig. 1a) illustrates the complexity of the epithelial compartment in terms of gene expression profiles and cluster sizes (Fig. 1b and Extended Data Fig. 1c–f). At this age, few sex-related differences were apparent (Extended Data Fig. 1a, b).

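Transcripts of unsorted cells were summed per mouse, and 2 female mice were compared with 2 male mice by edgeR's quasi-likelihood test after TMM normalization. Of 19363 genes tested, 2 had an adjusted p below 0.05, both lower in females, and 1197 had an unadjusted p below 0.05. *Ddx3y* (chromosome Y of GRCm38, from 1260771 to 1286629) differed by a log2 fold change of −9.93 (standard error 0.65, edgeR adjusted p = 0.0418). *Eif2s3y* (chromosome Y, from 1010543 to 1028847) differed by −9.82 (standard error 0.64, edgeR adjusted p = 0.0418). Among the genes named in the paper, *Psmb11* had a log2 fold change of 1.33 and *Ivl* of −1.72 (edgeR adjusted p = 0.751 for each). The X-linked *Xist* had a log2 fold change of 2.95 with the same adjusted p of 0.751 from edgeR, and 4 libraries counted with the non-barcoded male contained *Xist* RNA. Those libraries are labelled as a biological replicate and were counted with that mouse because the paper lists 1 non-barcoded mouse. Without them, the number of genes past the threshold was again 2, the same genes, an alternative chosen after the data had been seen. The choice that moved the number most was leaving out the barcoded male, which gave 1222 genes, while leaving out the non-barcoded male gave 65. DESeq2 called 112 genes, *Ddx3y* and *Eif2s3y* among them. The non-barcoded mouse is a male, so the sequencing protocol was not balanced between the sexes.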

**Fig. 1:**
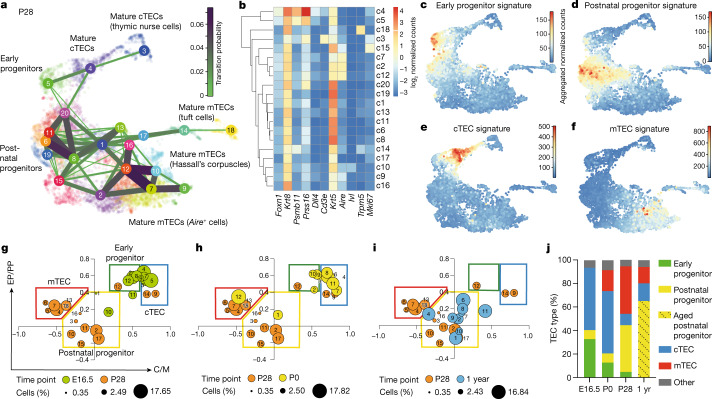
Heterogeneity of TECs. **a**, UMAP representation of transcriptome similarities among 6,959 individual TECs derived from 4-week-old wild-type male (*n* = 2) and female (*n* = 2) mice. Cell clusters and transition probabilities were inferred with VarID^44^; connections with probability *P* > 0.001 are shown, with transition probabilities indicated by line thickness and colour. The positions of clusters containing early and postnatal bipotent progenitors and mature cTEC and mTEC clusters are indicated. Colours mark cells in the identified cell clusters. **b**, Expression profiles of signature genes in individual TEC clusters. **c**–**f**, UMAP plots highlighting the aggregated expression profiles of gene groups distinguishing early (**c**) and postnatal (**d**) progenitors and cTECs (**e**) and mTECs (**f**). **g**–**i**, Age-dependent changes in the TEC compartment. Transcriptome features of TEC clusters are shown at various time points expressed as ratios of progenitor and mature TEC gene set transcript counts; the P28 time point was used as a reference. Assignment of clusters to the four main populations in the coordinate system is indicated in **g**; the sizes of dots correspond to the relative fraction in the TEC population. **j**, Summary of dynamic changes in the composition of the TEC compartment. yr, year. Source data

## Identification of putative progenitors

We next sought to identify candidate progenitor populations within the epithelial compartment. 

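Each of the 19 clusters found here was named by lists of marker genes. The genes of Fig. 1b took no part in the clustering. Except *Krt5*, which is in the paper's list of postnatal progenitor genes, they were also left out of the marker lists. The levels of the other genes could thus be read independently of the names. Values are means ± SD over the 4 mice. The cluster named as Aire-stage mTEC-like (1754 cells) had the highest *Aire* level, at 868 ± 125 CPM. *Ivl* was highest in a late mTEC-like cluster, at 93.3 ± 62.1 CPM, and *Trpm5* in the tuft-like cluster, at 831 ± 71.1 CPM. The cTEC-like cluster (3.42% of the cells) contained *Prss16* at 10882 ± 2137 CPM. A cluster of 336 cells with thymocyte markers contained both *Prss16*, at 8172 ± 2624 CPM, and *Cd3e*, at 204.7 ± 70.6 CPM. In another cluster with thymocyte markers (212 cells), *Cd3e* was at 573 CPM and *Prss16* at 191.2 CPM, and 89.6% of its cells came from female B. In every cluster named otherwise and held by at least 2 mice, the mean of *Cd3e* was at most 32.5 CPM. The share of cells in clusters that no list named was 12.0% to 55.8% per mouse, and the highest share was that of the barcoded male.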

Cells in several of the transcriptionally defined clusters expressed genes associated with mature TECs, including medullary TECs (mTECs; *Aire* and *Ivl*), tuft cells (*Trpm5*), cortical TECs (cTECs; *Prss16*) and nurse cells (*Prss16* and *Cd3e* co-expression, indicative of cTECs with enclosed thymocytes^47^), and were therefore excluded from our search, as mature TECs are unlikely to possess progenitor potential. Furthermore, we excluded highly proliferative cells (expressing *Mki67*) and those lacking expression of *Foxn1*, which is known to be expressed in TEC progenitor cells^22,34^ (Fig. 1b and Extended Data Fig. 1c–e). 

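*Mki67* was highest in the cluster with proliferation markers (1077 cells), at 376 ± 228 CPM (SD, n = 4 mice). The cluster with both *Prss16* and *Cd3e* followed with 295.5 ± 131.8 CPM, and in the epithelial clusters apart from these the mean was at most 55.0 CPM. *Foxn1* was highest in the cTEC-like cluster, at 437 ± 84.3 CPM. Among the epithelial clusters found in all 4 mice, *Foxn1* was lowest in an unnamed cluster of 990 cells, at 40.0 ± 22.3 CPM, and in the tuft-like cluster, at 41.3 ± 29.6 CPM. Outside the epithelium, the mean was 11.0 CPM in the parathyroid-like cluster (2 mice), 40.6 CPM in a thymocyte-like cluster (2 mice) and 70.0 CPM in the fibroblast-like cluster (1 mouse), so that the low epithelial values are not above those of all non-epithelial clusters.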

We then considered the transition probabilities (links) between the eight remaining candidate progenitor clusters (c1, c5, c6, c8, c11, c13, c19 and c20). Cluster c5 had links to mature cTECs (c3 and c4) and to c1 and c20, of which the latter two expressed *Krt5*, a marker of the mTEC lineage. 

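The transition probabilities of VarID were not repeated, and neighbourhood in expression space was measured in their place. A cluster of 480 cells at P28 contained the genes that the paper lists for early progenitors, 122 of the 129 with a log2 fold above 1 over the other cells. Each cell has 15 nearest neighbours, and 500 links led from these cells to cells of other clusters. Of these links, 45.6% led to the cTEC-like cluster, which held 3.56% of the cells outside the cluster, a ratio of 12.8. The ratio lay between 7.69 and 20.1 in the 4 mice, each set against the same pooled 3.56%. The cTEC-like cluster held 1.51% to 7.80% of the cells of a mouse, so the ratios of single mice depend on this pooling. Another 53.8% led to clusters placed with postnatal progenitors, which held 70.0% of the cells (ratio 0.768), 0.6% led to clusters with thymocyte markers or of other tissues, and none led to clusters placed with mTECs. The coarser clustering (resolution 0.5) moved the ratio for cTECs most, to 7.47.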

Except for mature cTECs in c4, c5 exhibited the highest level of *Psmb11* expression, which is indicative of mature cTECs^48^ but also cells possessing progenitor potential, at least during embryogenesis^1,24,25^ and in the early postnatal period^49^. Hence, c5 exhibited features consistent with a bipotent progenitor. 

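*Psmb11* (chromosome 14, from 54621433 to 54629556) was highest in the cTEC-like cluster, at 2639 ± 532.02 CPM (SD, n = 4 mice). The cluster with both *Prss16* and *Cd3e* had 1999.7 ± 594.4 CPM, and the early progenitor-like cluster was next, at 706 ± 187.2 CPM. All other clusters had means of at most 151 CPM. *Prss16* was at 2614 ± 931 CPM in the early progenitor-like cluster.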

The transcriptomes of c6, c11 and c19 were very similar and had affinity for c1, which itself was connected to c5, c8 and c13 (Fig. 1b and Extended Data Fig. 1d). Cells in c6, c8, c11, c13 and c19 expressed *Krt5* but only low levels of *Psmb11*, in line with the view that, in contrast to the situation in the embryo^24^, adult mTECs do not directly originate from a *Psmb11*-expressing TEC compartment^1,25^. Collectively, these analyses suggest the presence of at least two potential bipotent progenitor cell types: one progenitor population exhibiting a bias towards cTEC development (represented by c5; henceforth referred to as ‘early progenitors’) and another more heterogeneous progenitor population exhibiting a distinct mTEC bias (represented by c1 and c6; henceforth referred to as ‘postnatal progenitors’).

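*Krt5* (chromosome 15, from 101707070 to 101712898) was highest in a cluster that contained 39 of the 53 genes that the paper lists for postnatal progenitors at a raised level (1231 cells), at 4539 ± 604 CPM (SD, n = 4 mice). *Psmb11* was at 33.2 ± 24.3 CPM there. A second cluster of this kind (540 cells, 87.8% of them from the non-barcoded male) had *Krt5* at 3112 ± 1184 CPM and *Psmb11* at 56.2 ± 34.9 CPM. An unnamed cluster that was 98.9% cells of the barcoded male had *Krt5* at 3874 CPM and *Psmb11* at 35.4 CPM. In the early progenitor-like cluster, *Krt5* was at 852 ± 262 CPM. This was below its level in either postnatal progenitor-like cluster by more than the SD of these. *Krt5* is itself in the paper's postnatal progenitor list, so its level in clusters named by that list was not read independently.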

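The early progenitor-like cluster found here combined *Foxn1* at 228 ± 18.2 CPM (SD, n = 4 mice) with the third highest mean of *Psmb11* among the clusters. Its cells made up 1.95% to 9.81% of the cells of each mouse, sorted libraries included. The share was highest in the non-barcoded male, where it was 1.602% in unsorted libraries alone. The clusters resembling postnatal progenitors had little *Psmb11*, and 1 of them had the highest mean of *Krt5* of all clusters. From the links of its early progenitor cluster to cTEC and *Krt5*-expressing clusters and from the level of *Psmb11*, the paper proposes at least 2 bipotent progenitor types, with a bias towards cTECs in one and towards mTECs in the other.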

## Age-dependent dynamics of TEC populations

Given the presumed developmental dynamics of TEC progenitors, we tested the hypothesis that the early progenitor population dominates in the embryonic and perinatal stages of development, whereas the postnatal progenitor population is more prevalent in adolescent and adult stages. To do this, we assigned four largely non-overlapping gene sets to mark the two progenitor populations (Supplementary Tables 1 and 2, and Extended Data Fig. 2a, b) and the mature cTEC and mTEC populations (Supplementary Tables 3 and 4). 

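For the time course, TECs of 1 barcoded female mouse each were available at E16.5, P0 and 1 year, so the spread between mice is known only at P28, where there were 4. There were 32 libraries at E16.5, 24 at P0, of which 8 held UEA-1+ TECs, and 32 at 1 year, of which 4 held Ly51+ TECs. The minimum number of transcripts per cell was the paper's, 3000 at E16.5 and P0 and 1000 at 1 year. At E16.5, 2543 cells passed, with a median of 9806 transcripts. At P0, 1357 unsorted cells (median 12144 transcripts) passed, and with sorted cells 1804. At 1 year, 1889 unsorted cells (median 3768 transcripts) passed, and with sorted cells 2088. The 129 early progenitor genes and 53 postnatal progenitor genes, 5 of them in both lists, were taken from the source data of Extended Data Fig. 2. The authors' lists of cTEC and mTEC genes were not used here, and lists of 243 cTEC and 670 mTEC genes were rebuilt from the P28 clusters by asking for a log2 fold change above 1 in each of the 4 mice. Genes that are in a progenitor list and in the rebuilt cTEC list, such as *Pmp22*, were kept in both. The paper, by contrast, took genes shared with its cTEC set out of its early progenitor set. A score is the sum of transcripts over a list. To compare cells of different depth, each cell was thinned at random to 1000 transcripts, and its score was called high when it exceeded the 75th percentile of P28 cells, with the 4 mice weighted equally. Cells with fewer transcripts after the removal of mitochondrial genes and *Hprt* were left out, so that 1811 of 2088 cells remained at 1 year and, at P28, 2251 of 2263 in the non-barcoded male, 4476 of 5036 in the barcoded male, 1700 of 1782 in female A and 2212 of 2367 in female B. Shares at other ages are given with exact (Clopper–Pearson) 95% confidence intervals, which cover counting error only.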

Population-specific scores were calculated by summation of transcript counts in the four separate gene lists. Notably, although the genes in these sets showed different temporal dynamics, the aggregated scores were not dominated by individual highly expressed genes (for example, see Extended Data Fig. 2c, d); pathway analysis associated regulation of cell growth with the two progenitor populations and immune-related processes with the two mature TEC populations (Extended Data Fig. 2e). 

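The gene with the largest share of the early progenitor score was *Zfp36* at E16.5, with 4.32% of its transcripts, and *Egr1* at P0, with 6.89%. At P28 it was *Apoe* (chromosome 7, from 19696109 to 19699188), with 6.25 ± 2.49% (SD, n = 4 mice), and at 1 year *Apoe* again, with 17.8%. The next genes at 1 year were *Igfbp5*, with 5.86%, and *Dcn*, with 4.82%. *Krt5* had the largest share of the postnatal progenitor score at E16.5 (14.2%), P0 (10.0%) and P28 (12.7 ± 0.482%). At 1 year, *Apoe* had 19.9% of this score and *Krt5* 12.0%. *Apoe* is in both progenitor lists, and its removal with the other shared genes moved the largest share of a gene most, to 6.70% for the early progenitor score at 1 year.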

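The clusters of each age were placed by the log10 ratios of their summed scores, early over postnatal progenitor genes (EP/PP) and cTEC over mTEC genes (C/M), within limits read from the paper's placement of its own clusters. C/M was rescaled so that the P28 mTEC-like cells (log10 ratio −0.588) were at 0 and the P28 cTEC-like cells (log10 ratio 1.25) at 1. On this scale, clusters at 0.88 or more, or at 0.72 or more with an EP/PP log10 ratio below 0.4, were placed with cTECs. Clusters from 0.55 to 0.88 with an EP/PP log10 ratio of 0.4 or more were placed with early progenitors, and clusters at 0.2 or less with a ratio of 0.1 or more with mTECs. All others went to postnatal progenitors, except clusters of thymocytes or other tissues. At P28, 1 cluster was placed with early progenitors, 1 with cTECs, 3 with mTECs and 10 with postnatal progenitors. The latter included the proliferating cluster and both late mTEC-like clusters, whose EP/PP log10 ratios of −0.01 and 0.05 were below the limit for mTECs. Of the P28 cells, 23.0 ± 5.10% (SD, n = 4 mice) had a high early progenitor score and 24.9 ± 5.79% a high postnatal progenitor score. Both scores were high in 13.4 ± 4.80% of cells, 2.33 ± 0.246 times the share expected if the scores were independent. Without the genes that both lists share, the share with both scores high was 6.74% to 14.6% per mouse.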

The aggregated expression levels of progenitor and mature TEC gene sets mark four distinct domains in the UMAP plot of 4-week-old (P28) mice (Fig. 1c–f). At embryonic day (E) 16.5, the transcriptional landscape of TECs was dominated by the cTEC signature and early progenitor cells (Extended Data Figs. 3a, e and 4a). 

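At E16.5, 44.5% of the cells (95% interval 42.5% to 46.4%) were in clusters placed with early progenitors and 47.7% (45.7% to 49.6%) in clusters placed with cTECs. Clusters placed with postnatal progenitors held 4.68% (3.89% to 5.57%), and 0 of 2543 cells were placed with mTECs. Since whole clusters were placed, this does not exclude single mTECs. The boundary between early progenitors and cTECs decided the share of each. With the limits of the C/M scale lowered by 0.1, no cell was placed with early progenitors and 92.1% with cTECs, and with the limits raised by 0.1 the shares were 67.9% and 24.3%. The score of cTEC genes was high in 87.2% of cells (85.9% to 88.5%), against 23.7 ± 10.5% at P28 (SD, n = 4 mice). A high early progenitor score was found in 45.8% of cells (43.9% to 47.8%), above each of the P28 mice, whose highest share was 29.2%. With the 90th percentile in place of the 75th, this difference from P28 changed sign, to −3.38 percentage points. High postnatal progenitor scores (0.157%, 0.0429% to 0.402%) and high mTEC scores (0.590%, 0.331% to 0.971%) were rare.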

In new-born mice (P0), the number of postnatal progenitors and mTECs began to increase (Extended Data Figs. 3b, f and 4b). 

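At P0, 17.8% of all cells (16.1% to 19.7%) were in clusters placed with postnatal progenitors and 12.6% (11.1% to 14.2%) in clusters placed with mTECs. In unsorted libraries alone, these shares were 6.63% (5.37% to 8.09%) and 2.06% (1.38% to 2.97%), and those of the E16.5 mouse, which had no sorted libraries, lay below both intervals. For shares of unsorted cells with a high score, the threshold was taken from unsorted P28 cells. A high mTEC score was found in 12.4% of all cells (10.9% to 13.98%) and in 1.92% of unsorted cells (1.26% to 2.79%). Most of the cells with a high mTEC score thus came from UEA-1+ sorted libraries. A high postnatal progenitor score was found in 0.887% of all cells (0.508% to 1.44%) and in 0.147% of unsorted cells (0.0179% to 0.531%), the latter no higher than at E16.5. A high early progenitor score was found in 57.4% of all cells (55.1% to 59.7%) and in 81.4% of unsorted cells (79.2% to 83.4%). These shares rest on different thresholds and are not directly comparable. With the threshold from unsorted P28 cells, the share at E16.5 was 59.8% (57.9% to 61.7%). Clusters placed with cTECs held 58.5% of cells, or 77.4% of unsorted cells, and those placed with early progenitors 4.43% (3.53% to 5.49%).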

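At P28, 64.1 ± 9.32% of the cells (SD, n = 4 mice) were in clusters placed with postnatal progenitors and 4.87 ± 3.41% in the cluster placed with early progenitors. The share of postnatal progenitors was the larger in every mouse, and it lay between 54.0% and 76.3%. Clusters placed with mTECs held 21.2 ± 2.82% of the cells and the cTEC cluster 4.21 ± 3.05%. In unsorted libraries alone, the cTEC cluster held between 0.237% and 2.73% of the cells of a mouse and the mTEC clusters between 17.0% and 26.9%. When the condition on the EP/PP ratio was lifted for mTECs, an alternative chosen after the data had been seen, 31.8% of the cells were placed with mTECs and 53.6% with postnatal progenitors. The share of cells with a high mTEC score was 24.9 ± 6.01%, and the cTEC scores were lower than at E16.5 by more than the spread between mice.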

At P28, cells with the postnatal progenitor signature were more numerous than those with the early progenitor signature; moreover, the cTEC compartment was much smaller than at earlier stages, with mTEC-like cells dominating the TEC population (Extended Data Figs. 3c, g and 4c). At 1 year of age, the TEC compartment exhibited signs of functional deterioration. At this time, mature cTECs and mTECs made up only a small fraction of the thymic epithelia; by contrast, an unusually large number of cells simultaneously exhibited signatures of both progenitor types. These features suggest that, in aged mice, expanded progenitor-like cells may have lost their defining characteristics and that this indistinct phenotype is associated with low differentiation potential of these aged progenitors (Extended Data Figs. 3d, h and 4d). 

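At 1 year, 76.9% of the cells (95% interval 74.9% to 78.8%) had a high early progenitor score and 59.5% (57.2% to 61.7%) a high postnatal progenitor score. Both scores were high in 56.4% (54.1% to 58.7%), compared with 8.86% to 19.3% of the cells of the 4 P28 mice. From the separate shares, 45.7% would be expected to have both at 1 year and 3.34% to 9.37% in the P28 mice, so that much of the excess follows from the number of cells with each score high. Without the 5 genes in both lists, 32.0% of the cells (29.8% to 34.2%) had both scores high, still above every P28 mouse. Across the alternatives, the excess over P28 of 43.0 percentage points was moved most by the 90th percentile, to 20.9 percentage points. The cTEC score was high in 41.4% of cells (39.1% to 43.7%), above every P28 mouse (14.5% to 34.8%), and the mTEC score in 7.18% (6.03% to 8.47%). The latter was below every P28 mouse with the rebuilt list, but with short lists of marker genes the difference changed sign, to 6.24 percentage points. Some genes of the paper's progenitor lists that rose at 1 year, such as *Pmp22* and *Tgfbr2*, are also in the rebuilt cTEC list. That list was not scored without them. Across the alternatives, short marker lists without such genes included, the excess of high cTEC scores over P28 was 2.90 to 26.6 percentage points. From the few mature cells and the cells with both progenitor signatures, the paper proposes that expanded progenitor-like cells of aged mice may have lost their defining characteristics and have a low potential for differentiation.

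**Figure D1:**
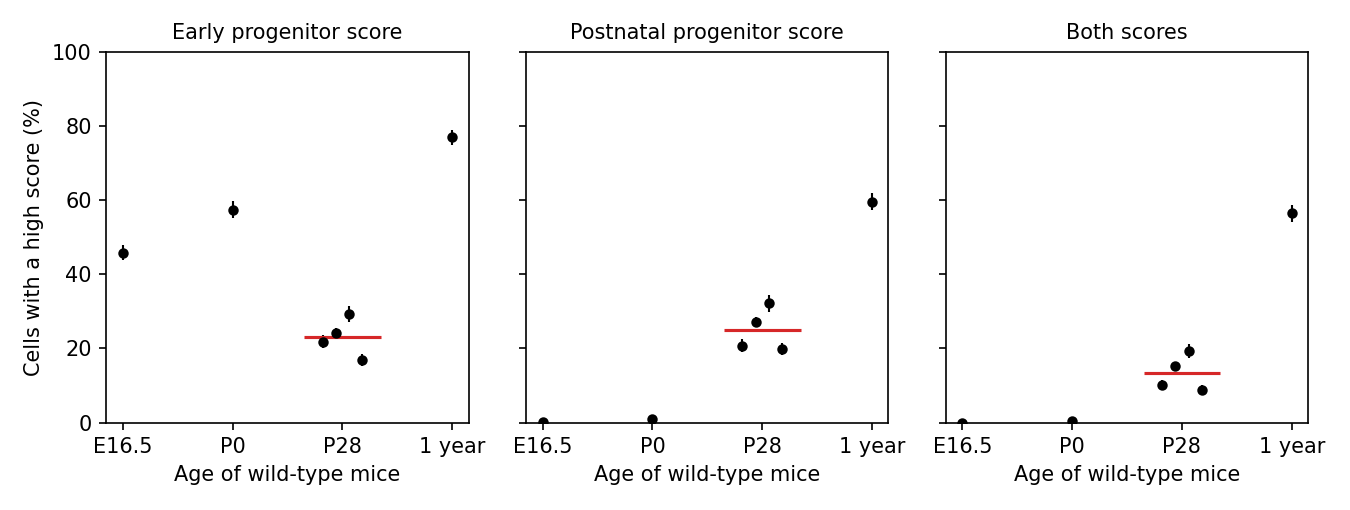
Cells with a high early progenitor score, a high postnatal progenitor score or both (percent, vertical axis) in wild-type mice of each age (horizontal axis). Each point is a mouse with its exact 95% confidence interval, the red line is the mean of the 4 P28 mice, and the 1-year mouse has both scores high in 56.4% of cells, above the 8.86% to 19.3% of the P28 mice.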

In a previous study, a putative progenitor population was identified with a distinct mTEC bias^1^; on the basis of gene expression profiles, the ‘intertypical’ TECs described in the study are closely related to the postnatal progenitor population defined here (Extended Data Fig. 5).

To visualize dynamic age-related changes in the TEC compartment, we calculated the ratios of transcript scores for early and postnatal progenitors (EP/PP) and for mature cTEC and mTEC populations (C/M) for each cell cluster and plotted them with reference to the P28 time point (Fig. 1g–i). Whereas the E16.5 TEC compartment was dominated by cells closely resembling early progenitors and mature cTECs (Fig. 1g), the P0 time point reflected the transition from an embryonic to an adult TEC compartment, as exemplified by the composition at P28 (Fig. 1h). 

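Over all cells of an age, the EP/PP log10 ratio was 0.557 at E16.5, 0.491 at P0 and 0.0130 ± 0.0419 at P28 (SD, n = 4 mice). The C/M log10 ratio was 0.969 at E16.5, 0.524 at P0 and 0.00396 ± 0.171 at P28. Both ratios at E16.5 exceeded those of every P28 mouse, as did both at P0, and with 1 mouse at each of the earlier ages no test was made. In unsorted libraries alone, the C/M log10 ratio at P0 was 1.01, and its difference from P28 was the value that this choice moved most, from 0.520 to 1.20. Early progenitor genes gave 1.82% of all transcripts at E16.5, 1.98% at P0 and 1.36 ± 0.133% at P28. Postnatal progenitor genes gave 0.506%, 0.641% and 1.33 ± 0.251%, so that the numerator of the ratio changed less than its denominator. The mTEC genes gave 0.651% of transcripts at E16.5, 2.26% at P0 and 4.02 ± 0.482% at P28. In unsorted libraries alone, the mTEC genes gave 0.913% at P0 and 4.51 ± 0.488% at P28. The EP/PP log10 ratio at P0 was then 0.561, no lower than at E16.5.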

The 1-year time point was characterized by few mature TECs (Fig. 1i). 

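At 1 year, clusters placed with cTECs held 9.72% of the cells (8.48% to 11.1%), or 6.14% of unsorted cells (5.10% to 7.32%). Both shares were above those of every P28 mouse, at 1.51% to 7.80% of all cells and 0.237% to 2.73% of unsorted cells. No cluster was placed with mTECs. With the condition on the EP/PP ratio lifted for mTECs, 6.61% of the cells were placed there. This choice was made after the data had been seen. Since whole clusters were placed, a count of 0 does not bound the share of mTECs, and 7.18% of cells had a high mTEC score. Clusters placed with postnatal progenitors held 85.8% (84.3% to 87.3%), above each P28 mouse. The C/M log10 ratio over all cells was 0.276 at 1 year and 0.144 in unsorted cells. Its difference from P28 changed sign, to −0.07, when lists of marker genes replaced the rebuilt lists. The mTEC genes gave 2.29% of all transcripts and the cTEC genes 4.32%.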

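At 1 year, 12 clusters were placed with postnatal progenitors, against 10 at P28. Their EP/PP log10 ratios ranged from −0.239 to 0.279, and those of the P28 clusters from −0.260 to 0.0963. Over all cells placed with postnatal progenitors, the EP/PP log10 ratio was 0.0159 at 1 year and −0.174 ± 0.0432 at P28 (SD, n = 4 mice), and the highest P28 mouse had −0.110. In these cells, the early progenitor genes rose by a median log2 change of 0.97 from the mean of the P28 mice to 1 year. Of the 129 genes, 116 rose, and 2 were below every P28 mouse. The postnatal progenitor genes had a median log2 change of 0.04, and 28 of 53 rose. Leaving out the genes in both lists gave a median of 0.97 for the remaining 124 early progenitor genes. The median lay between 0.85 and 1.09 across all the alternatives, all chosen after the data had been seen. Together, the early progenitor genes had 13491 ± 2854 CPM at P28 and 32132 CPM at 1 year. The collagens *Col1a1*, *Col1a2* and *Col3a1*, which fibroblasts produce, rose in the same cells from 24.4 to 71.2 CPM, with a median log2 change of 1.17.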

At this stage, most cell clusters populating the postnatal progenitor compartment (c2, c6, c7, c8 and c9) exhibited increased EP/PP ratios when compared with the corresponding P28 cell clusters, as a result of increased expression levels of genes that are associated with early progenitors; we refer to TECs with this indistinct phenotype as ‘aged progenitors’ (Fig. 1i, j). Our results support the notion that progenitor compartment(s) increase with age^1^. The age-dependent differences in TEC composition are summarized in Fig. 1j.

## Shared ancestry of Ly51^+^ and UEA-1^+^ TECs

To further explore potential progenitor–progeny relationships in the TEC compartment, we developed a high-resolution lineage tracing method based on CRISPR–Cas9-mediated scarring in exon 3 of the *Hprt* gene (Fig. 2a, b and Extended Data Fig. 6a, b). In the *hU6-sgRNA*^*Hprt*^; *Foxn1-cre*; *Rosa26-*flox-STOP-flox-*Cas9* triple-transgenic mice used here, TECs are marked in early embryogenesis as soon as *Foxn1* expression begins at around E11.5 (ref. ^50^). Because essentially all embryonic and adult TECs have a history of *Foxn1* expression^34^, the scars (Fig. 2c) introduced in individual epithelial cells of the thymic rudiment in early embryogenesis indelibly mark their subsequent progeny. As is the case with other barcoding schemes^51,52^, individual scars, referred to as barcodes below, are generated at different frequencies (Fig. 2d); the most frequent sequences were shared by different mice (Extended Data Fig. 6c–e). The total number of different barcodes per thymus was on the order of 500–1,000 (Fig. 2e), close to the number of medullary islets observed in adult mice (300–1,800)^26^. We found a significant enrichment (Extended Data Fig. 6f) of barcodes that were shared by the EpCAM^+^CD45^–^Ly51^+^UEA-1^–^ cTEC and EpCAM^+^CD45^–^Ly51^–^UEA-1^+^ mTEC subsets (Extended Data Fig. 7a–f) of male mice, at several pre- and postnatal time points (Fig. 2f), suggesting a common origin for these subsets. We then identified barcodes that were represented only twice in the purified TEC populations of all mice, referred to as rare barcodes for the purpose of this experiment, and determined the probabilities of their co-occurrence in cTECs and mTECs of the same mouse versus any other mouse. On average, the corresponding mTEC and cTEC samples from the same mouse shared 3.5% of rare barcodes, whereas samples from different mice shared only 0.27% of rare barcodes. Without prefiltering based on barcode frequency, the fraction of barcodes shared by mTEC and cTEC populations was >50%. The significant degree of co-occurrence of such rare barcodes in mTEC and cTEC samples from the same mouse (Fig. 2g) suggests that cTECs and mTECs have a shared ancestor.

**Fig. 2:**
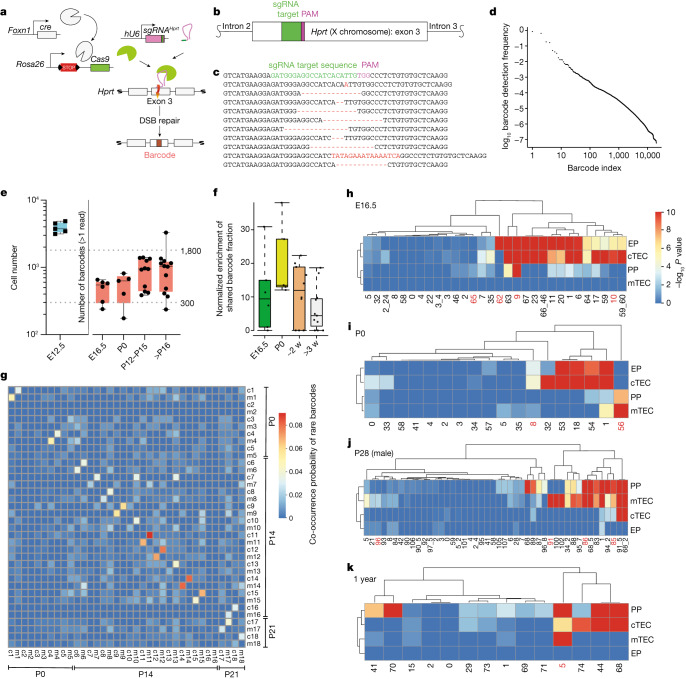
Barcoding shows the differentiation capacity of progenitor populations. **a**, Schematic of the CRISPR–Cas9-based barcoding system. DSB, double-strand break. **b**, Location of the target site in exon 3 of the mouse *Hprt* gene. **c**, Examples of barcodes; the germline sequence is shown with the sgRNA target and protospacer adjacent motif (PAM) sequences indicated at top. Nucleotide additions and deletions (dashes) are indicated in red. **d**, Frequencies of individual barcodes in decreasing order. **e**, Number of *Foxn1*-expressing TECs in the thymic rudiment of E12.5 embryos^9^ (left; *n* = 5) and numbers of different barcodes in the thymi of mice of different ages (right): E16.5, *n* = 6; P0, *n* = 5; P12–P15, *n* = 11; >P16, *n* = 12. The dotted lines indicate the range of the numbers of progenitors previously inferred from medullary islet counts in adult mice^26^. **f**, Enrichment of shared barcodes in the Ly51^–^UEA-1^+^ mTEC and Ly51^+^UEA-1^–^ cTEC fractions of mice of different ages. Enrichment values were significantly different in the comparison of mice at P0 and >3 weeks (w) (*P* = 0.009, one-sided Wilcoxon test). E16.5, *n* = 6; P0, *n* = 5; ~2 weeks, *n* = 11; >3 weeks, *n* = 11. For **e** and **f**, boxes extend from the 25th to 75th percentile; whiskers extend to the largest and smallest values; and the median is indicated. See the Methods for a definition of the enrichment value *E*_*m*_. **g**, Co-occurrence probability of rare barcodes across pairs of samples highlighting enhanced co-occurrence in mTEC (m) and cTEC (c) fractions of the same mouse; individual mice are identified by number. Data are shown for *n* = 18 mice. **h**–**k**, *P* values (–log_10_) of barcode frequencies indicating co-occurrence of individual barcodes in progenitor and mature TEC fractions (as defined in Fig. 1c–f) at different time points. For **g**–**k**, *P* values were calculated as described in the Methods and corrected for multiple testing by the Benjamini–Hochberg method. The red numbers refer to clones discussed in the text. Source data

## Combining scRNA-seq and barcode tracing

Next, we applied simultaneous scRNA-seq and barcode tracing to dissect progenitor–progeny relationships within the TEC compartments of mice of different ages (Fig. 2h–k). To gain insight into the distribution of individual barcodes, we compared the barcode frequencies in each compartment to the expected barcode frequencies obtained from the bulk samples of 33 mice (Fig. 2d and Extended Data Fig. 6g). At E16.5, about two-thirds of the barcode sequences were found in early progenitors; the majority of barcodes enriched in early progenitors were also over-represented in cTECs (for example, barcode 10) (Fig. 2h), confirming the notion^19,21^ that the early progenitor population has a distinct bias towards differentiation into cTECs. The presence of shared barcodes (for example, barcode 9) also indicated a developmental relationship between early and postnatal progenitor populations. Some early and postnatal progenitor cells had not yet contributed to cTECs or mTECs by this time in development (barcodes 62 and 65, respectively). At P0, the most notable additions to lineage relationships (Fig. 2i) concerned the presence of a postnatal progenitor giving rise predominantly to mTECs (barcode 56) and the presence of an embryonic progenitor giving rise to both cTECs and mTECs (barcode 8). At P28, cells with the transcriptional signature of early progenitors predominantly gave rise to mTECs (barcode 96) rather than both mTECs and cTECs; the number of postnatal progenitors biased towards mTEC differentiation (barcode 85,86) increased (Fig. 2j), a pattern that was independent of the sex of the animal (Extended Data Fig. 7g, h). Interestingly, several barcodes uniquely over-represented in mTECs were also observed (for example, barcode 91), suggesting the existence of compartment-specific progenitor activity (Extended Data Fig. 8); the corresponding barcodes may no longer be detectable in the bipotent progenitor populations either because the particular progenitor clones have ceased to exist or because they have too low a frequency to be reliably sampled. Finally, although the TEC compartment of aged mice lacked evidence of productive early progenitor cell types, bipotent progenitors were present (barcode 5) (Fig. 2k); however, most barcodes in aged postnatal progenitors were linked to cells with the cTEC signature, in line with the notion that cTEC-like cells increase in frequency in aged mice^2,9^. Collectively, our results illustrate the advantage gained from using a barcoding scheme in the identification and characterization of progenitor populations and their progeny when this approach is combined with transcriptome data at single-cell resolution.

## Fgf signalling does not exhaust bipotent progenitors

Next, we combined scRNA-seq and lineage analysis to examine the cellular composition of the TEC compartment under conditions of continuous fibroblast growth factor (Fgf) signalling, which is known to regulate the size of the TEC compartment. For instance, whereas functionally mature TECs are generated in the absence of *Fgfr2b*, the overall size of the TEC compartment is small, resulting in a hypoplastic thymus^53^; by contrast, mice treated with pharmacological doses of the Fgfr2b ligand KGF, the human homologue of Fgf7, exhibit an increase in the number of TECs^54,55^. However, it is not known whether Fgf stimulation targets progenitors, mature TECs or both. To examine this question, we generated several mouse models for continuous autocrine provision of an Fgfr2b ligand in the thymus. We established that, under physiological conditions, the extent of Fgf signalling in TECs (Extended Data Fig. 9) is determined by limiting levels of ligand(s), rather than the receptor (Extended Data Fig. 10); notably, we found that pharmacological supplementation of the Fgfr2b ligand Fgf7 could be mimicked in vivo by ectopic expression of Fgf7 in the TECs of *Foxn1-Fgf7* transgenic mice (Extended Data Fig. 11). Continuous autocrine provision of Fgf7 within the epithelial compartment in this transgenic model increased the number of TECs and thymocytes (Fig. 3a–c) and resulted in a massive and sustained increase in thymus size (Fig. 3d). Except for an increase in the number of Ly51^+^ TECs at P28 (Extended Data Fig. 12a–d) and a small reduction in the CD4/CD8 double-positive thymocyte compartment in old age (Extended Data Fig. 12e–h), thymopoiesis occurred normally in transgenic mice. Age-related diminution of thymopoiesis still occurred under conditions of chronic Fgf stimulation; however, the thymus of aged transgenic mice remained much larger than that of P28 wild-type mice (Fig. 3d). It appears therefore that reduced provision of Fgfr2b ligands contributes to the age-related progressive diminution of TEC numbers. 

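Transcripts of *Fgfr2*, which was kept out of the clustering, were summed over the cells placed with each population. At E16.5, they amounted to 261 CPM (95% Poisson interval 251.8 to 270.9) in early progenitors, 264 CPM (253.2 to 274) in cTECs and 104.3 CPM (88.4 to 122) in postnatal progenitors. At P0, the levels were 270 CPM (237.3 to 306) in early progenitors, 247.99 CPM (239.1 to 257) in cTECs, 129 CPM (118 to 141.3) in postnatal progenitors and 27.5 CPM (22.1 to 33.8) in mTECs. In the 4 P28 mice, they were 161 to 189.04 CPM in early progenitors, 101.6 to 110 CPM in cTECs, 72.1 to 103.5 CPM in postnatal progenitors and 10.4 to 25.0 CPM in mTECs. Early progenitors and cTECs together were higher than postnatal progenitors and mTECs together in all 4 mice, by 1.09 ± 0.45 (log2, mean ± SD, exact two-sided sign-flip permutation test, p = 0.125, the smallest p that 4 mice allow). This difference stayed between 0.87 and 1.21 with each mouse left out in turn. At 1 year, cTECs had 149 CPM (132 to 167) and postnatal progenitors 145 CPM (135.8 to 153.9), a difference that was not detectable at this depth, and no cells were placed with early progenitors.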

Of note, expression levels of the *Fgfr2* genes in the different TEC populations were highest in early progenitors and cTECs at all time points (Extended Data Fig. 13a).

**Fig. 3:**
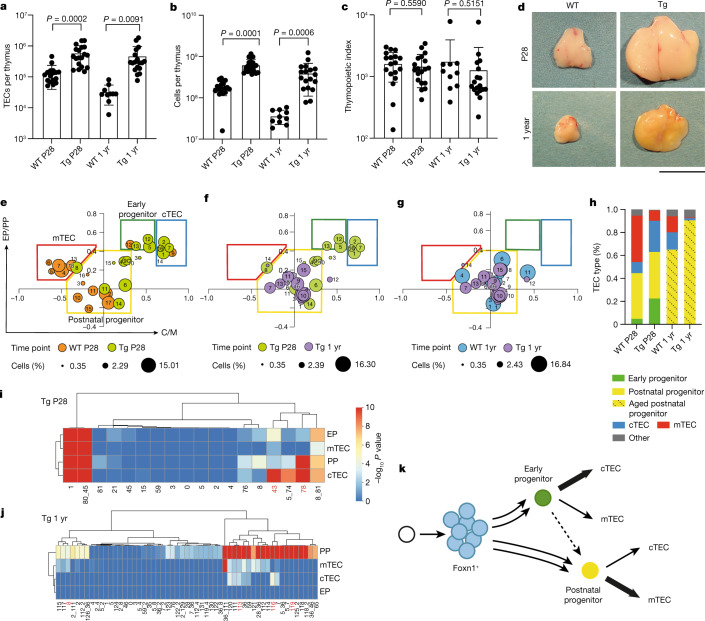
Autocrine Fgf stimulation results in sustained thymic hyperplasia. **a**–**c**, Quantitative assessment of thymopoiesis in wild-type (WT) and *Foxn1-Fgf7* transgenic (Tg) mice at 4 weeks and 1 year of age. **a**, WT P28, *n* = 18;Tg P28, *n* = 19; WT 1 yr, *n* = 10;Tg 1 yr, *n* = 18. **b**, WT P28, *n* = 19; Tg P28, *n* = 21; WT 1 yr, *n* = 10; Tg 1 yr, *n* = 18. **c**, WT P28, *n* = 18; Tg P28, *n* = 19; WT 1 yr, *n* = 10; Tg 1 yr, *n* = 18. Data are shown as the mean ± s.d. *P* values are indicated from two-sided *t* tests. **d**, Representative photographs of thymi from the mice analysed in **a**; scale bar, 10 mm. **e**–**g**, Transcriptome features of TEC clusters expressed as ratios of progenitor and mature TEC gene set transcript counts. Assignment of clusters to the four main populations in the coordinate system is indicated in **e**; the sizes of dots correspond to the relative fraction in the TEC population. **h**, Summary of dynamic changes in the composition of the TEC compartment. **i**, **j**, *P* values (–log_10_) of barcode frequencies indicating co-occurrence of individual barcodes in progenitor and mature TEC fractions (as defined in Fig. 1c–f) at two time points. *P* values were calculated as described in the Methods and corrected for multiple testing by the Benjamini–Hochberg method. The red numbers correspond to clones discussed in the text. **k**, Schematic indicating the divergent developmental trajectories of embryonic and postnatal epithelial progenitors. Line thickness corresponds to lineage bias; the dashed line indicates the presumptive lineage relationship of the two progenitor populations. Source data

At the P28 and 1-year time points, the Fgf-stimulated thymic microenvironment also exhibited considerable heterogeneity, in terms of both transcriptional diversity and cluster size (Extended Data Fig. 13b–g). 

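*Foxn1-Fgf7* mice produce Fgf7 in their own TECs. For the P28 transgenic thymus, 44 libraries of a barcoded female were in the paper's list, from which 3247 cells with a median of 8654 transcripts passed the minimum of 1500 transcripts. A further 12 libraries of P28 transgenic cells came from a non-barcoded male that the methods do not list, and 1055 of its cells passed, with a median of 7055 transcripts. At 1 year, 60 libraries of a barcoded male gave 2969 cells with at least 3000 transcripts and a median of 6798. None of these libraries was sorted further for Ly51 or UEA-1, so that their sums of transcripts were compared with those of unsorted wild-type P28 cells. The cells of the transgenic mice fell into 17 clusters at P28 and 20 at 1 year, by the same clustering as for wild-type cells. *Fgf7* (chromosome 2, from 126034658 to 126091185) had 93.2 CPM after TMM normalization in the barcoded female, 45.3 CPM in the non-barcoded male and 0.310 to 1.41 CPM in the 4 wild-type mice.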

As indicated by the changes in flow cytometry profiles (Extended Data Fig. 12a), the proportion of cells exhibiting the cTEC signature was increased at P28, as was the proportion of early progenitors (Extended Data Fig. 12i). 

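In the transgenic mouse of the paper's list, cTEC genes gave 8.16% of all transcripts, against 3.07 ± 0.923% in wild-type mice (SD, n = 4 mice). Early progenitor genes gave 2.48%, against 1.27 ± 0.250%, and mTEC genes 1.39%, against 4.51 ± 0.488%. In the second transgenic mouse, the shares were 2.46% for cTEC genes, 1.13% for early progenitor genes and 3.85% for mTEC genes, of which only the last lay further from the wild-type mean than the SD. Over both transgenic mice, the difference from wild type was 2.24 percentage points for cTEC genes (exact two-sided permutation test, p = 0.333) and 0.535 for early progenitor genes (exact permutation, p = 0.4), where 4 mice against 2 allow no p below 0.0667. Without the mouse of the paper's list, both differences changed sign, to −0.606 and −0.141 percentage points, but this comparison does not take the protocol into account. Within the whole-volume protocol, the wild-type male had 1.797% cTEC genes and 0.944% early progenitor genes, less than the second transgenic mouse, and 3.840% mTEC genes, so that the lower mTEC share of the latter was not found within its protocol. By clusters, 38.3% of the cells of the first transgenic mouse (36.6% to 40.0%) and 11.0% of the second (9.17% to 13.0%) were placed with cTECs. In neither transgenic mouse were cells placed with early progenitors (0 of 3247 and 0 of 1055 cells). Since whole clusters were placed, these counts do not bound the shares. Of the 4 clusters placed with cTECs, 3 were placed by their C/M ratio alone, and 1 with early progenitor-like markers because its EP/PP log10 ratio of 0.398 was below the limit of 0.4. With that limit at 0.3, 4.250% of the cells of the first mouse were placed with early progenitors. With the limits of the C/M scale raised by 0.1 instead, the share was 11.7%. With the threshold taken from unsorted P28 cells, an early progenitor score was high in 73.0% of the cells of the first mouse (71.4% to 74.6%) and in 19.8% of the second (17.4% to 22.4%).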

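The same sums of transcripts were compared between 4 wild-type and 2 transgenic mice by edgeR's quasi-likelihood test, with the protocol (whole or split volume) as a covariate. Of 20562 genes tested, 133 had an adjusted p below 0.05, 112 of them higher and 21 lower in transgenic mice. *Fgf7* rose by 6.09 (log2, standard error 0.46, edgeR adjusted p = 0.00876). The cTEC gene *Prss16* (chromosome 13, from 22002173 to 22009742) rose by 2.15 (standard error 0.27, edgeR adjusted p = 0.0261). *Psmb11* rose by 1.64 (edgeR adjusted p = 0.134), *Dll4* by 1.39 (edgeR adjusted p = 0.0922), and *Fgfr2* by 1.16 (edgeR adjusted p = 0.102), none past the threshold. *Aire* fell by 1.04 (edgeR adjusted p = 0.295) and *Trpm5* fell by 2.74 (edgeR adjusted p = 0.0766). Apart from *Fgf7*, the largest rises among genes that separated all mice of the groups were those of *Adra2c* (4.78), a gene named only by its clone (4.16), *Spon2* (3.78) and *Serpinf1* (3.47). Among the largest falls were those of *Gkn2*, which fell by 5.19, *Gng13*, which fell by 2.52, *Gda*, which fell by 2.15, and *Adgrg6*, which fell by 2.14. The number of genes depended on the choice of mice more than on any other choice, from 0 without wild-type female A (edgeR, with 2444 genes at an unadjusted p below 0.05) to 2250 without the non-barcoded wild-type male. The latter fit rests on the transgenic mouse of the paper's list alone, which is assumed to vary like the wild-type mice. DESeq2 called 1180 genes, all 133 among them. Without the covariate, edgeR called 0 genes, and 1267 had an unadjusted p below 0.05.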

In aged transgenic mice, the TEC compartment exhibited the indistinct phenotype of aged postnatal progenitors (Extended Data Fig. 12j) that was observed in their wild-type siblings (Fig. 1j). 

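At 1 year, 60.7% of the cells of the transgenic mouse (59.0% to 62.5%) had both progenitor scores high. The early progenitor score was high in 78.5% (77.0% to 80.0%) and the postnatal progenitor score in 66.1% (64.3% to 67.8%), so that 51.9% would be expected to have both. Without the genes that both lists share, 44.9% of the cells (43.1% to 46.7%) had both scores high. Clusters placed with postnatal progenitors held 94.8% of the cells (93.9% to 95.6%), and none was placed with early progenitors. With 1 transgenic and 1 wild-type mouse at this age, differences between the genotypes were not tested.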

The relative shifts in populations under conditions of continuous Fgf stimulation away from mTECs at P28 and away from mature cell types at 1 year of age (Extended Data Fig. 12j) were also apparent from the representation of cell clusters in the coordinate system discriminating the transcriptional signatures of progenitor cells and mature TECs (Fig. 3e–g), a feature summarized in Fig. 3h.

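The EP/PP log10 ratio in unsorted cells was 0.243 in the transgenic mouse of the paper's list and 0.183 in the second, both above the 4 wild-type mice at P28 (−0.0421 ± 0.0469, SD, n = 4 mice). The difference of 0.255 had the smallest p that these numbers of mice allow (exact two-sided permutation test, p = 0.0667). The C/M log10 ratio was 0.770 in the first transgenic mouse, −0.194 in the second and −0.184 ± 0.107 in the wild-type mice (exact two-sided permutation test, p = 0.267). Within the split-volume protocol, the transgenic mouse exceeded the mean of 3 wild-type mice by 0.905, and within the whole-volume protocol the transgenic male exceeded the wild-type male by 0.136. Clusters placed with mTECs held 10.5% of the cells of the first transgenic mouse (9.50% to 11.6%) and 33.5% of the second (30.6% to 36.4%). At 1 year, the transgenic mouse had an EP/PP log10 ratio of −0.0300 and a C/M log10 ratio of −0.0327. There, 2.59% of cells (2.05% to 3.23%) were placed with cTECs and 0.606% (0.360% to 0.956%) with mTECs, or 13.6% with mTECs when the condition on their EP/PP ratio was lifted after the data had been seen. From such shifts of its clusters, the paper states that cells moved away from mTECs at P28 and away from mature cell types at 1 year.

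**Figure D2:**
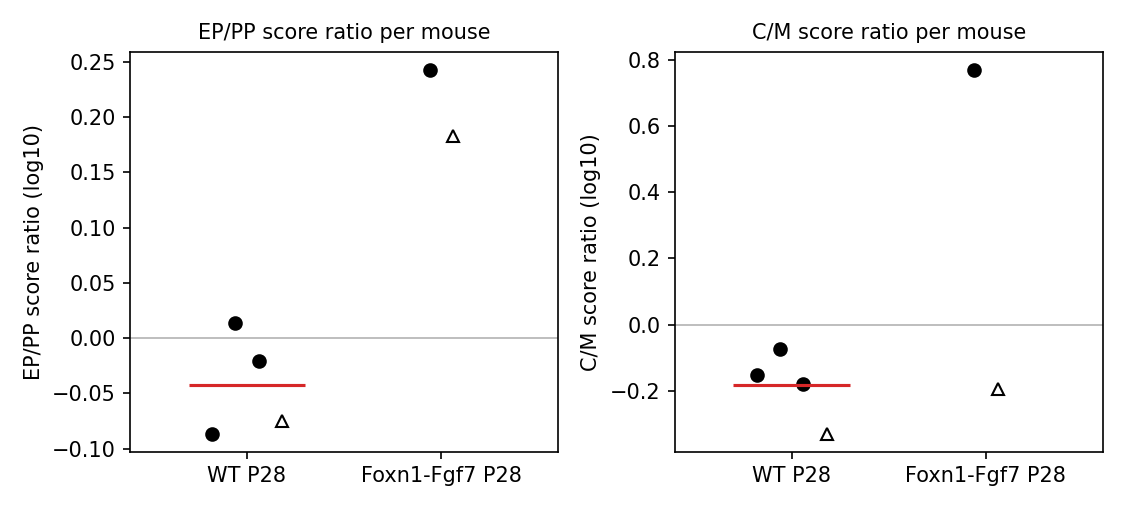
EP/PP and C/M log10 ratios (vertical axes) of unsorted cells of each wild-type and *Foxn1-Fgf7* mouse at P28. Circles are barcoded mice (split volume), open triangles non-barcoded mice (whole volume), the red line is the mean of the 4 wild-type mice and the grey line marks 0. Both transgenic mice lie above the wild-type mice in EP/PP, and the second, at −0.194, lies among them in C/M.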

The lineage relationships of Fgf-stimulated TECs at P28 (Fig. 3i) showed the presence of barcodes that were shared by both types of progenitors and mature cTECs and mTECs (for example, barcode 43) and of barcodes that connected both progenitor types and cTECs (for example, barcode 78). The lineage structure in 1-year-old mice (Fig. 3j) showed a large number of progenitors that did not give rise to differentiated progeny (barcode 119). Other postnatal progenitors gave rise to either cTECs (barcode 116) or mTECs (barcode 8). In contrast to the dominance of lineage-biased progenitors, bipotent progenitors were rare (barcode 113). Collectively, our data indicate that TEC progenitors are not depleted by autocrine Fgf stimulation and actively contribute to the microenvironment in aged mice.

## Conclusions

Our study provides firm evidence for the contribution of early and postnatal bipotent progenitors to the formation and maintenance of the thymic epithelial microenvironment and reveals several new aspects of TEC biology. First, the two progenitor populations, an early cTEC-biased progenitor type and a postnatal mTEC-biased progenitor type, are already born during embryonic development and co-exist at E16.5, suggesting that some bipotent postnatal progenitors may be descendants of the early progenitor population (Fig. 3k). Second, the identification of private barcodes in both progenitor populations suggests that not all TEC progenitors are active at the same time, a phenomenon that is referred to as dormancy and known from other stem cell systems^56^. Third, the presence of private barcodes in mature cTECs and mTECs suggests the possibility that their corresponding progenitor(s) have been lost, in line with the notion that not all progenitor cells are long-lived^24,25^. Our current barcoding scheme does not allow us to determine whether these mature TECs can self-renew; resolution of this question awaits the use of an inducible version of the current marking scheme. Fourth, because the half-life of TECs is measured in weeks^7^, we conclude that long-term maintenance of the TEC compartment is associated with the activity of the postnatal progenitors identified here. 

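The genes that gave the largest shares of the progenitor scores in transgenic mice were in part those of wild-type mice of the same age. At P28, *Fos* had the largest share of the early progenitor score in the transgenic mouse of the paper's list, 4.31%, followed by *Apoe* with 4.25%, and *Krt5* had 8.31% of the postnatal progenitor score. At 1 year, *Apoe* led both scores, with 19.0% of the early and 17.7% of the postnatal progenitor score. *Krt5* had 15.3% of the latter in the aged transgenic mouse.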

Fifth, although continuous stimulation of thymic epithelia via autocrine secretion of an Fgfr2b ligand greatly increases the number of TECs, the qualitative characteristics of the thymic epithelium remain the same. However, the identification of progenitor populations provides new opportunities for focused pharmacological interventions to modulate the activity of the thymic microenvironment.

## Methods

### Mice

C57BL/6 mice were maintained in the Max Planck Institute of Immunobiology and Epigenetics. *Foxn1-eGFP*^57^, *Foxn1-cre*^58^, *Rosa26-LSL-EYFP*^59^, *Foxn1-s-Fgfr2IIIb*^60^, *pLck-cre*^61^, *Rosa26-LSL-Cas9-EYFP*^62^ and *Foxn1-mCardinal*^9^ transgenic mice have been described previously. The *Foxn1-Fgf7* transgene was created by inserting a cDNA fragment corresponding to nucleotides 347–934 in GenBank accession number NM_008008 as a NotI fragment into pAHB14 (ref. ^63^); in some aged female *Foxn1-Fgf7* transgenic mice (FVB/N-tg(Foxn1-Fgf7)1^Tbo^/Mpie), the two thymic lobes were asymmetric in size and shape; these mice were not included in our analysis. The *Foxn1-Fgfr2IIIb* transgene was created by inserting a cDNA fragment corresponding to nucleotides 1214–3366 in GenBank accession number NM_201601.2 as a NotI fragment into pAHB14 (ref. ^63^) and used to generate transgenic mice (FVB/N-tg(Foxn1-Fgfr2)1^Tbo^/Mpie). The *hU6-sgRNA*^*Hprt*^ transgene was cloned as a NotI fragment into the Bluescript vector and consists of the human *U6* promotor (nucleotides 1–264 in GenBank accession number JN255693) followed by the mouse *Hprt* target sequence (5′-GATGGGAGGCCATCACATTGG-3′; nucleotides 255–274 in GenBank accession number J00423), the sgRNA backbone (nucleotides 218–139 (reverse complement) in Addgene plasmid 42250) and a short 3′ sequence (TTTTTTGGAA); for injection into fertilized eggs, the construct was linearized with SacI. Transgenic mice were generated on an FVB/N background (FVB/N-tg(hU6-sgRNA-Hprt)1^Tbo^/Mpie) and subsequently backcrossed to a C57BL/6J background. For timed matings, the day of plug detection was designated as E0.5. Genotyping information is summarized in Supplementary Table 15. Mice were kept in the animal facility of the Max Planck Institute of Immunobiology and Epigenetics under specific pathogen-free conditions. All animal experiments were performed in accordance with the relevant guidelines and regulations, approved by the review committee of the Max Planck Institute of Immunobiology and Epigenetics and Regierungspräsidium Freiburg, Germany (licences 35-9185.81/G-12/85; 35-9185.81/G-16/67).

### KGF treatment

At the age of 4 weeks, male mice received nine intraperitoneal injections of KGF (Kepivance, Biovitrum, lot D120961G; 5 mg kg^–1^ body mass) at days 1, 2, 3, 8, 9, 10, 15, 16 and 17; the mice were killed on day 21.

### Histology

Embryos for RNA in situ hybridization (ISH) were fixed in 4% paraformaldehyde (PFA) and subsequently embedded in paraffin using standard techniques.

### qPCR

The Applied Biosystems 7500 Fast system was used to detect the signal generated with gene-specific primers combined with 5′-FAM (6-carboxyfluorescein)-labelled hydrolysis probes from Universal Probe Library (Roche). Primer sequences were as follows: *Fgf7*, 5′-TGGCTGACACCATGACTAGC-3′ and 5′-GGCTACAGGCTGTCGTTTTT-3′ (probe 42); *Fgf10*, 5′-CGGGACCAAGAATGAAGACT-3′ and 5′-GCAACAACTCCGATTTCCAC-3′ (probe 80); *CD31* (*Pecam*), 5′-CGGTGTTCAGCGAGATCC-3′ and 5′-ACTCGACAGGATGGAAATCAC-3′ (probe 45); *Ly51* (*Enpep*), 5′-TGGACTCCAAAGCTGATCCT-3′ and 5′-TCAGCCCATCTGACTGGAAT-3′ (probe 83). Expression levels were normalized to those of *Hprt*, using primers 5′-TCCTCCTCAGACCGCTTTT-3′ and 5′-CCTGGTTCATCATCGCTAATC-3′ (probe 95).

### RNA ISH

RNA ISH on paraffin sections was performed using DIG-labelled probes as described^64^. Sequence coordinates in GenBank accession numbers were as follows: *Foxn1*, nucleotides 2181–3584 in XM_006532266.3; *Fgf7*, nucleotides 153–877 in NM_008008.3; *Fgf10*, nucleotides 859–1570 in NM_008002.3; *Fgfr1*, nucleotides 761–1614 in NM_001079909.2; *Fgfr2*, nucleotides 328–800 in EF143340; *Fgfr2_exon3b*, nucleotides 1819–1964 in NM_201601.2; *Fgfr2_exon3c*, nucleotides 2169–2306 in NM_010207.2; *Hspb1*, nucleotides 224–632 in NM_013560.2; *Trpm5*, nucleotides 499–962 in NM_020277.2.

### Immunohistochemistry

Thymi were fixed in 4% PFA, washed in PBS, incubated in 20% sucrose overnight and embedded in OCT. Sections of 8–10 µm were dried overnight at room temperature and before staining were moistened in PBS followed by a 30-min blocking step (PBS with 0.5% BSA, 0.2% Tween and anti-mouse IgG (1:50)). Antibody staining was performed at room temperature in staining buffer (PBS with 0.5% BSA, 0.2% Tween and 3% serum). Sections were stained for 2 h with primary antibodies (Supplementary Table 6) and then for 45 min with secondary antibodies and streptavidin. Sections were washed with PBS between incubations. After staining, sections were mounted in Fluoromount G.

### Image analysis

Images were acquired on Zeiss microscopes (Axioplan 2 or Imager Z1 with ApoTome attachment) equipped with AxioCam MRc 5 cameras.

### Flow cytometry

To generate single-cell suspensions for analytical and preparative flow cytometry of TECs, the procedures described in refs. ^18,65^ were followed. Relevant staining reagents are listed in Supplementary Table 16. The enzymatic cocktail required to liberate TECs destroys the extracellular domains of the CD4 and CD8 surface markers (but not that of the CD45 molecule); hence, when analysis of thymocyte subsets was desired, thymocyte suspensions were prepared in parallel by mechanical liberation, achieved by gently pressing thymic lobes through 40-µm sieves. To isolate thymic mesenchymal and endothelial cells, the cell suspension of total thymocytes was depleted of CD45^+^ cells; the EpCAM^–^CD45^–^ cell population was stained for Ly51 and CD31 to purify EpCAM^–^CD31^–^Ly51^+^ mesenchymal and EpCAM^–^CD31^+^Ly51^–^ endothelial cells. Cell sorting and analytical flow cytometry were carried out using MoFlow and Fortessa instruments, respectively (both from Dako Cytomation-Beckman Coulter); flow cytometry experiments were carried out using FACSDiva and FlowJo software. The fraction of *Foxn1*-expressing cells was determined by eGFP fluorescence emanating from the *Foxn1-eGFP* transgene^57^, which faithfully recapitulates acute levels of *Foxn1* expression^18,34^. The thymopoietic index was calculated by dividing the total number of thymocytes by the number of TECs.

### Single-cell RNA amplification and library preparation

scRNA-seq was performed using the CEL-Seq2 method^45^ with several modifications^44^. A fivefold volume reduction was achieved using a nanolitre-scale pipetting robot (Mosquito HTS, TTP Labtech)^66^. EpCAM^+^CD45^–^ TECs were sorted into 384-well plates containing 240 nl of primer mix^67^ and 1.2 μl of mineral oil (Sigma-Aldrich) replacing Vapor-lock. Sorted plates were centrifuged at 2,200*g* for 3 min at 4 °C, snap-frozen in liquid nitrogen and stored at −80 °C before further processing. To convert RNA into cDNA, 160 nl of reverse-transcription reaction mix including 0.4 µM template-switch oligonucleotide (5′-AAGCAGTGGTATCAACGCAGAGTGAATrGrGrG-3′; adapted from ref. ^68^) and 2.2 μl of second-strand reaction mix were added.

For the purpose of simultaneous transcriptome and barcode analysis, the volume of each well was equally split in half; that is, 1.1 µl per well was transferred to a new 384-well plate. The original plate (including the mineral oil) was used for barcode analysis, while the copy of the plate was used for analysis of individual cell transcriptomes.

For barcode analysis, all transcripts in each well were amplified by template-switch PCR (5′-AAGCAGTGGTATCAACGCAGAGT-3′ (template-switch oligonucleotide primer) and 5′-CAGAGTTCTACAGTCCGA-3′ (short P5 primer)), followed by amplification of the scar region of *Hprt* transcripts (5′-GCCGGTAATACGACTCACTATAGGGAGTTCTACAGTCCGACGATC-6bp UMI-6bp cell barcode-CCAGTTAAAGTTGAGAGATCATCTCC-3′ (*Hprt* barcoding primer), 5′-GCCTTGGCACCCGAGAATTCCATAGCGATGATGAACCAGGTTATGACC-3′ (*Hprt* short P7 primer)) using the PrimeSTAR GXL system (Takara Bio). Libraries were completed by addition of full-length adaptors by PCR (RP1, RPI1-48 TruSeq Small RNA Illumina adaptor sequences). Libraries from 96 cells were pooled before clean-up. In total, 32 libraries (E16.5 time point), 24 libraries (P0 time point), 28, 40 and 80 libraries (three P28 time points), 32 libraries (1-year time point), 44 libraries (*Foxn1-Fgf7* transgenic mice, P28 time point) and 60 libraries (*Foxn1-Fgf7* transgenic mice, 1-year time point) were sequenced on the MiSeq sequencing system (2 × 300 bp) at a depth of ≥4,000 reads per cell.

Transcriptomes were generated as described previously^66^; for the P28 wild-type dataset from a non-barcoded mouse, the whole sample volume was used for transcriptome generation. cDNAs from 96 cells were pooled before clean-up and in vitro transcription, generating four libraries from one 384-well plate. For all purification steps, 0.8 μl of AMPure/RNAClean XP beads (Beckman Coulter) was used per 1 μl of sample, including in library clean-up.

In total, 32 libraries (E16.5 time point), 24 libraries (P0 time point), 28, 40 and 80 libraries (three P28 time points), 28 libraries (non-barcoded dataset of P28 time point), 32 libraries (1-year time point), 44 libraries (*Foxn1-Fgf7* transgenic mice at P28 time point) and 60 libraries (*Foxn1-Fgf7* transgenic mice at 1-year time point) (each library was generated by pooling 96 cells) were sequenced on the Illumina HiSeq 2500 or NovaSeq 6000 sequencing system (paired-end multiplexing run, high-output mode) at a depth of ~170,000 reads per cell.

### Quantification of transcript abundance

Paired-end reads were aligned to the transcriptome using bwa (version 0.6.2-r126) with default parameters^69^. The transcriptome contained all gene models based on the mouse ENCODE VM9 release downloaded from the UCSC genome browser, comprising 57,207 isoforms, with 57,114 isoforms mapping to fully annotated chromosomes (1 to 19, X, Y, mitochondria). All isoforms of the same gene were merged to a single gene locus. Furthermore, gene loci overlapping by >75% were merged to larger gene groups. This procedure resulted in 34,111 gene groups. The right mate of each read pair was mapped to the ensemble of all gene loci and to the set of 92 ERCC spike-ins in the sense direction^70^. Reads mapping to multiple loci were discarded. The left read contained the barcode information: the first six bases corresponded to the cell-specific barcode followed by six bases representing the unique molecular identifier (UMI). The remainder of the left read contained a poly(T) stretch. The left read was not used for quantification. For each cell barcode, the number of UMIs per transcript was counted and aggregated across all transcripts derived from the same gene locus. On the basis of binomial statistics, the number of observed UMIs was converted into transcript counts^71^.

### scRNA-seq data analysis

Clustering analysis and visualization of all datasets were performed with the VarID algorithm^46^. Cells with a total number of transcripts of <1,000 (1-year wild-type dataset), <1,500 (wild-type and *Foxn1-Fgf7* transgenic P28 datasets) and <3,000 (wild-type E16.5, wild-type P0 and *Foxn1-Fgf7* transgenic 1-year datasets) were discarded, and the count data of the remaining cells were normalized by downscaling. Notably, before normalization, cells yielding transcriptomes containing >2% *Kcnq1ot1* transcripts, a previously identified marker of low-quality cells, were removed from the analysis^72^. Moreover, transcripts correlating to *Kcnq1ot1* with a Pearson’s correlation coefficient of >0.65 were also removed. Furthermore, mitochondrial genes as well as *Hprt* were excluded. The following genes and correlating gene groups were removed from the analysis using the CGenes parameter (all datasets): *Jun*, *Fos* and predicted genes with *Gm* identifiers. For the wild-type P28 datasets, *Malat1*, *Xist* and *Neat1* were excluded using the FGenes parameter. A pruned *k* nearest neighbour (kNN) matrix was inferred using the pruneKnn function of VarID with default parameters except alpha (set to 1) and no_cores (set to 10). The UMAP representation was used for cell cluster visualization^73^. Transition probabilities between clusters were computed using the transitionProbs function of VarID with the *P* value set to 0.001. Differentially expressed genes between two subgroups of cells were identified similarly to in a previously published method^74^. First, negative binomial distributions reflecting the gene expression variability within each subgroup were inferred on the basis of the background model for the expected transcript count variabilitycomputed by the RaceID3 algorithm^44^. Using these distributions, a *P* value for the observed difference in transcript counts between the two subgroups was calculated and corrected for multiple testing with the Benjamini–Hochberg method.

### High-resolution lineage tracing

The lineage tracing method developed here was based on CRISPR–Cas9-mediated scarring in exon 3 of the *Hprt* gene (Fig. 2a). Repair of Cas9-induced double-strand breaks results in a number of different sequence outcomes, which we refer to here as barcodes because they indelibly mark all cell progeny. Most barcodes carry deletions (Fig. 2b), preventing secondary modifications of their sequence; however, in rare instances, we recorded cells with two barcodes of similar sequence, presumably originating from ongoing modifications of the target sequence or from relaxed X-chromosome inactivation. In bulk and single-cell analyses of male mice, barcodes can be unambiguously read out on both the DNA and transcript level from the single X chromosome. In female mice, which carry two X chromosomes, DNA analysis at the level of cell populations yields ambiguous results; however, for single-cell analysis, the phenomenon of dosage compensation enables unambiguous barcode analysis at the RNA level. For the bulk analyses described here, we therefore used only male mice, whereas single-cell transcriptome analyses were conducted in both male and female mice. In the *hU6-sgRNA*^*Hprt*^; *Foxn1-cre*; *Rosa26-LSL-Cas9-EYFP* triple-transgenic mice used here, TECs are marked in early embryogenesis, as soon as *Foxn1* expression begins; our previous analysis indicated that, at the onset of *Foxn1* expression, the thymic rudiment harbours ~4,000 epithelial cells^9^, thus placing an upper limit on the number of barcodes that can be observed in TECs at later developmental stages. However, the observed number of barcodes was three- to fourfold lower, presumably because the outcome of the repair process is not random; hence, some barcodes, although independently generated, are identical in sequence. The different frequencies of barcode generation must be taken into account when reconstructing lineage relationships; rare barcode sequences are more informative than frequently generated barcodes. On the basis of previous experiments using our *Foxn1-cre* transgenic line and the accessibility of the *Rosa26* locus in TECs^34^, we assume that the overwhelming majority of TECs (>95%) are barcoded early in embryogenesis. However, we cannot exclude the possibility that some cells in the thymic rudiment are recruited into the *Foxn1*-positive lineage at later stages of development. If so, this would however only lessen the ability to identify clonal relationships across all time points.

### Single-cell barcoding analysis

Paired-end fastq files were used for the identification of scar sequences in single cells. The first six bases of the left read contained the UMI information, followed by six bases representing the cell barcode. The remainder of the left read contained the *Hprt* scar sequence. The right mate of the paired-end reads also contained the overlapping *Hprt* scar sequence; that is, both reads contained the full scar sequences. Primers (forward, 5′-GCTCGAGATGTCATGAAGG-3′; reverse, 5′-GGGGGGCTATAAGTTCTT-3′) were used to extract the targeted region of the *Hprt* gene containing the edited sequence. Because both the left and right mates of the paired-end reads contain the full scar sequences, only sequences that appeared in both paired-end reads were used for further analysis. Moreover, only cells yielding ≥200 reads were included in the analysis; cells were excluded from further analysis if more than one scar sequence was detected in male cells (the threshold for the second sequence was set at ≥10% of the major sequence) and if more than two scar sequences were detected in female cells (the threshold for the third sequence was set at ≥10% of the second sequence).

### Barcodes shared by cTECs and mTECs

DNA was isolated from sorted EpCAM^+^CD45^–^Ly51^+^UEA-1^–^ (cTEC) and EpCAM^+^CD45^–^Ly51^–^UEA-1^+^ (mTEC) populations from each mouse, and the region of exon 3 of the *Hprt* gene was amplified using the following primers: 5′-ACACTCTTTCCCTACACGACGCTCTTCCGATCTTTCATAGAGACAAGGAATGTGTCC-3′ (forward, P5-DD302)and 5′-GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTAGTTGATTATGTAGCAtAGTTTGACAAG-3′ (reverse, P7-DD305). Libraries were sequenced at a depth of ~250,000 reads per sample on the MiSeq sequencing system (2 × 300 bp).

Next, a table containing the counts of all barcodes across cTECs and mTECs for each mouse (*n* = 33 mice) was constructed, and the frequency distribution of barcodes was determined (Fig. 2d). To quantify enrichment of shared barcodes between the cTEC and mTEC samples for a given mouse, we first extracted the set of all barcodes *B*_*i*_ for sample *i* that were observed no more than twice in all animal samples; then, we determined the number of barcodes within set *B*_*i*_ co-occurring in another sample *j* and divided this by the number of barcodes in *B*_*i*_ to compute the co-occurrence probability of rare barcodes, termed *P*_*ij*_:

$${P}_{{ij}}=\frac{\sum _{k\in {B}_{i}}{\chi }_{{B}_{j}}\left(k\right)}{\sum _{k\in {B}_{i}}{\chi }_{{B}_{i}}\left(k\right)}$$

Here *χ*_*T*_(*x*) denotes the indicator function; that is, *χ*_*T*_(*x*) = 1 if *x* ∊ *Tχ*_*T*_(*x*) = 0 otherwise.

If *i* and *j* denote mTEC and cTEC samples from the same mouse, we would like to test whether *P*_*ij*_ is relatively increased compared with cases where *i* and *j* denote samples from different mice.

An increased co-occurrence probability in corresponding samples compared with all other mice is indicative of a common barcode repertoire and is interpreted to mean that cTEC and mTEC populations in a mouse arise from common progenitors marked by particular barcodes; conversely, a similar ratio across all animals suggests the random occurrence of rare barcodes and argues against a common origin. The observation that some of the rare barcodes are not shared by cTEC and mTEC populations from the same mouse can be explained by the low frequency of these rare barcodes, resulting in sampling dropouts, but may also have a biological explanation, for example, if either mTEC or cTEC progeny derived from the same progenitor have died out. In this context, it is worth noting that, without prefiltering based on barcode frequency, the fraction of barcodes shared by mTEC and cTEC populations was >50%.

To quantify a single enrichment value *E*_*m*_ for a given animal *m*, the ratios calculated for a corresponding pair of cTEC and mTEC samples, *m*_cTEC_ and *m*_mTEC_, from the same mouse were divided (with cTECs or mTECs as a reference) by the average of the ratios for pairings involving either the respective cTEC or mTEC sample and a sample from any other animal, excluding the samples from animal *m*. The enrichment value *E*_*m*_ is then calculated as the maximum of these ratios with mTECs or cTECs from the same animal as a reference:

$$\begin{array}{ccc}{E}_{m} & = & {\rm{\max }}(\frac{{P}_{{m}_{{\rm{cTEC}}}{m}_{{\rm{mTEC}}}}}{\frac{1}{N-2}\sum _{j\ne {m}_{{\rm{cTEC}}}{\vee j\ne m}_{{\rm{mTEC}}}}{P}_{{m}_{{\rm{cTEC}}}j}},\\  &  & \frac{{P}_{{m}_{{\rm{mTEC}}}{m}_{{\rm{cTEC}}}}}{\frac{1}{N-2}\sum _{j\ne {m}_{{\rm{cTEC}}}{\vee j\ne m}_{{\rm{mTEC}}}}{P}_{{m}_{{\rm{mTEC}}}j}})\end{array}$$

Here *N* is the total number of samples and ∧ indicates logical conjunction. In the summation of the denominators, we exclude pairings involving the mTEC or cTEC samples for animal *m*.

The enrichment values of shared rare barcodes for each mouse were then plotted for each individual mouse grouped by age bin in Fig. 2f. Note that the analysis of bulk populations is most robust with respect to sampling when the numbers of cTECs and mTECs are approximately equal, as is the case for the P14 time point^9^. In situations where only a small number of barcodes are recovered, a diminished degree of co-occurrence is probably the result of sampling dropouts and the associated reduced statistical power.

### Lineage analysis

To quantify the enrichment of shared barcodes between different populations within the TEC compartment at single-cell resolution, we first identified the cell clusters representing early progenitors, postnatal progenitors, and mature cTECs and mTECs in the scRNA-seq analysis of the individual mice. For a given mouse, we determined the barcode repertoire and counted the number of cells for each barcode; in the rare instances where a pair of barcodes was observed, we used the combination of barcodes for quantification. Cells with more than two barcodes were discarded, as this situation is the result of cell doublets and/or sequencing errors. For each barcode (or pair of quantified barcodes), we next determined its frequency for each TEC population in a given sample. These frequencies were compared with background barcode frequencies derived from the barcode distribution quantified from the bulk DNA sequencing data (*n* = 33; Fig. 2d), averaging across all samples. We considered sampling dropouts as a reference background model for technical variability and, therefore, assessed significant over-representation of barcodes on the basis of the estimated probability mass of a binomial distribution with a probability parameter informed by the barcode frequency derived from the bulk sequencing experiments. It is well known that UMI-based abundance derived from scRNA-seq data can be modelled by a negative binomial distribution without explicitly modelling zero inflation and that variability in genes (or barcodes) with low expression is described well by the binomial noise component^71^.

If *n*_*b*,*i*_ is the number of times barcode *b* was observed in bulk DNA sequencing sample *i*, the background frequency of barcode *f*_*b*_ was calculated as

$${f}_{b}=\frac{1}{N}\sum _{i\in S}\frac{{n}_{b,i}}{\sum _{k\in B}{n}_{k,i}}$$

Here *B* denotes the set of all barcodes, *S* denotes the set of all samples and *N* is the size of *S*.

Assuming binomial sampling statistics, we then calculated the *P* value *P*_*b*,*i*_ for the observed number of cells *c*_*b*,*i*_ with barcode *b* among all barcode-carrying cells in sample *i* obtained by scRNA-seq as the right tail probability of the binomial distribution with background probability *f*_*b*_ and the total number of barcode-carrying cells as parameters:

$${P}_{b,i}=\mathop{\sum }\limits_{j={c}_{b,i}}^{{C}_{i}}B\,(j|\,{f}_{b}\,,\,{C}_{i}\,{\rm{w}}{\rm{i}}{\rm{t}}{\rm{h}}\,{C}_{i})=\sum _{k\in B}{c}_{k,i}$$

These *P* values were further corrected for multiple testing by the Benjamini–Hochberg method, considering all *P* values for all detected barcodes in a given dataset. For cells with two barcodes, we calculated *P* values accordingly after multiplying the background frequencies of the co-occurring barcodes. Barcodes were considered informative if their *P* value indicated a significant deviation from the expected frequency (*P*_*b*,*i*_ < 0.001).

### Gene set analysis

Population-specific gene sets were derived by performing differential gene expression analysis of clusters representing early progenitors (c5), postnatal progenitors (c1 and c6), cTECs (c4) and mTECs (c12, c2, c7, c9, c10 and c18) versus all other clusters from data for 4-week-old (P28) mice using the diffexpnb function of the RaceID3 package^44^. Genes with adjusted *P* < 0.01 and log_2_(fold change) > 1 were included in gene sets, from which genes with *Gm* and *Rik* identifiers were excluded. Overlapping genes between early progenitor and cTEC gene sets were excluded from the early progenitor gene set. Genes included in the gene sets of each of the four populations are listed in Supplementary Tables 1–4.

Although the transcriptional profiles of the progenitor clusters differed from those of the mature TEC subsets by the expression of heat shock protein genes, these genes were not included in the final lists, as they did not distinguish between the early and postnatal progenitors. The final gene sets were analysed for enriched biological processes using the Database for Annotation, Visualization and Integrated Discovery (DAVID) version 6.8 Analysis Wizard annotation tool^75,76^. In the representation of gene set ratios, clusters expressing T cell progenitor-related genes (representing thymic nurse cells) and parathyroid-associated genes (representing ectopic parathyroid tissue) were excluded.

### scRNA-seq data comparisons

The present data were compared with publicly available scRNA-seq data for TECs isolated from mice of different ages^1^. To do this, the raw count matrices and metadata describing the nine subtypes of TECs were obtained through the Bioconductor data package MouseThymusAgeing (https://bioconductor.org; 10.18129/B9.bioc.MouseThymusAgeing). Data normalization, dimensionality reduction and visualization with UMAP were then performed using the default parameters of the scRNA-seq data analysis CRAN package Seurat version 3 (ref. ^77^).

### Statistical analysis and reproducibility

Two-tailed *t* tests were used to determine the significance levels of differences between the means of two independent samples, considering equal or unequal variance as determined by the *F* test. For multiple tests, the conservative Bonferroni correction was applied. For all analyses, several biological replicas were studied; numbers of replicas are indicated in the figures and/or figure legends. No statistical methods were used to predetermine sample sizes; blinding and randomization were not used. 

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this paper.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-022-04752-8.

### Supplementary information

Supplementary Tables This file contains Supplementary Tables 1–16.

Reporting Summary

### Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Extended Data Fig. 1

Source Data Extended Data Fig. 2

Source Data Extended Data Fig. 6

Source Data Extended Data Fig. 9

Source Data Extended Data Fig. 10

Source Data Extended Data Fig. 11

Source Data Extended Data Fig. 12

## Data Availability

The primary read files as well as expression count files for the scRNA-seq datasets reported in this paper are available to download from GEO (accession number GSE106856). Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

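Single TECs had been sequenced by CEL-Seq2 in 380 libraries of 96 cells, from 4 wild-type mice at P28, 1 wild-type mouse each at E16.5, P0 and 1 year, 2 *Foxn1-Fgf7* mice at P28 and 1 at 1 year. For each library, the authors deposited a table of estimated counts of transcripts per gene and cell. They had aligned reads with bwa (version 0.6.2-r126) to mouse ENCODE VM9 gene models and ERCC spike-ins, kept sense reads, discarded reads with several alignments, and converted the number of molecular barcodes per gene and cell into transcripts by binomial statistics. The deposited values carry no normalization between cells. Converted back, every value was a whole number of molecular barcodes to within 4.09e-12. The paper's methods give the mouse, age and library numbers, and the labels of the libraries give sex, genotype and sorting. Each table has 192 columns, and a library was read from the 96 columns that hold at least 80% of its transcripts. The median share in these columns was 96.8% and the lowest 84.1%, and 2 libraries without such a set were left out, which left 378.

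Cells were kept with at least 3000 transcripts at E16.5 and P0, 1500 at P28 in both genotypes, 1000 at 1 year and 3000 in the 1-year transgenic mouse, as in the paper's methods. A limit of 2% of transcripts from *Kcnq1ot1* removed 0 cells. In all, 25154 cells were kept, of 30324 genes and 57 spike-ins listed. Unsorted cells per mouse numbered 1055 to 5036, with 9449990 to 40884500 transcripts. Mitochondrial genes, spike-ins and *Hprt* were left out of scores and levels, and spike-ins and *Hprt* out of the tests across genes. The lineage barcodes, flow cytometry and PCR of the paper were not analysed here.

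Each age and genotype was clustered on its own with scanpy (version 1.11.5, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9). The settings were 2000 variable genes, 40 principal components, 15 neighbours, Leiden resolution 1 and a fixed random seed. This gave 13 clusters at E16.5, 12 at P0, 19 at P28, 14 at 1 year, and 17 and 20 in transgenic mice at P28 and 1 year. The genes of Fig. 1b, *Fgfr2*, *Hprt*, *Kcnq1ot1*, mitochondrial genes, *Malat1*, *Xist*, *Neat1*, *Jun*, *Fos*, Gm genes and genes correlated with *Kcnq1ot1* took no part in the clustering. Doublets were called in too few cells to be of use. Clusters were named by fixed lists of marker genes. The rule for a name, at least 3 markers of a list with a log2 fold above 1 and a leading marker, with more markers asked for in the long progenitor lists, was set after the leading genes of the clusters had been seen. It left 12.0% to 76.0% of the cells of a mouse without a name. Names decide which clusters count as thymocytes or other tissues, which P28 cells anchor the C/M scale and supply the cTEC and mTEC gene lists, and hence the cTEC, mTEC and C/M scores, and which cells were taken as fibroblast-like. The computation of the C/M scale was corrected after its first shares had been seen, because the anchors had been normalized in another way than the clusters.

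Early and postnatal progenitor genes were the paper's 129 and 53. Lists of 243 cTEC and 670 mTEC genes were rebuilt from the P28 cTEC-like cells and 2974 P28 mTEC-like cells, with 10 CPM added before the fold. Scores, thinning to 1000 transcripts, the 75th percentile and the limits of the domains are described with the results. The thinning used the random seed 7. The spread is given as the SD of the 4 P28 mice, and other shares with exact 95% binomial intervals, or Poisson intervals for levels. Where no cell was placed in a domain, no limit is given, because whole clusters were placed by their ratios. Both kinds of interval cover counting error only, since cells of 1 mouse are not independent of it.

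For tests across genes, unsorted transcripts were summed per mouse and rounded. edgeR (version 4.0.16, R 4.3.3) was used with filterByExpr, TMM, the quasi-likelihood test and Benjamini–Hochberg adjustment, and DESeq2 (version 1.42.0) as an alternative. The standard error of a log2 fold change was taken from the test statistic. The genes named in the text are those that the paper names and, in each comparison, the 5 of largest change in each direction among genes past the threshold that separate all mice of the groups. Of these, 1 gene is not reported here. The transgenic comparison carried the protocol as a covariate, with barcoded mice taken as split volume and non-barcoded mice as whole volume. Simulated counts held 200 changed genes of a log2 change of 2. Of these, 85% were recovered in the sex comparison and 97.5% in the transgenic comparison. Unchanged genes made up 9.09% and 3.47% of the calls. The changed genes were drawn only among more abundant genes, and no effect of the protocol was simulated. These shares therefore do not hold for genes of low level or for a protocol that is not balanced between the sexes. Scores per mouse were compared by exact two-sided permutation tests over 15 splits of the mice, and *Fgfr2* by an exact sign-flip test over 16 flips. No test was made between ages with 1 mouse.

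The alternatives were other resolutions, limits and numbers of neighbours, unsorted libraries only, a minimum of 3000 transcripts, no thinning or thinning to 3000 transcripts, the 90th percentile, lists without the shared genes or without the top gene, marker lists, other normalizations and filters, other covariates, and leaving out each mouse. VarID, its transition probabilities and the authors' downscaling were not repeated. Gene positions are those of GENCODE vM21 on GRCm38.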

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

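The tests of a mislabelled sample and of the library protocol, and the sex comparison without the libraries labelled as a biological replicate, were chosen after the result was seen.

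Among the 4 wild-type mice at P28, the unsorted cells of 1 mouse lay far from those of the others for 3 genes. *Aire* was at 369.6 CPM in barcoded female B and between 283.99 and 296.8 CPM in the other mice. *Krt8* was at 1090 CPM in the non-barcoded male and at 1692 CPM or more in the barcoded mice, and *Trpm5* was at 132 CPM in the non-barcoded male and at 31.7 CPM or less in the barcoded mice. In all, 37 measures of these mice were examined in this way, of which chance alone would single out 1.85 (5%). The non-barcoded male differed from the others in its library protocol and in its depth, with 12334 transcripts per cell at the median, and it includes 4 libraries that resemble cells of another mouse. With 1 mouse of this protocol, protocol, depth and mouse were confounded, and no explanation was tested for these genes. The design gives no biological explanation for *Aire* in female B, which shares its age, sex and protocol with female A, and no biological explanation was tested.

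Libraries labelled as a biological replicate of the non-barcoded male contained *Xist* RNA at 382 CPM, although *Xist* is transcribed from the inactive X chromosome of females. The paper does not report this for these 4 libraries, from which 272 cells were kept. In the remaining libraries of that male, *Xist* was at 0.756 to 27.3 CPM, and in the unsorted libraries of barcoded females A and B it was at 161.1 and 248.7 CPM. If the cells were those of a female under a male label, the Y-linked *Ddx3y* would be near 0, and it was at 0.374 CPM, against 87.4 to 158.05 CPM in the remaining libraries of the male. The values needed for a mislabelled sample are thus present, and a candidate explanation is that these libraries came from a female mouse. Female RNA mixed into cells of the male is argued against by the same value, because *Ddx3y* would then have stayed near its level in the remaining libraries. Whether a further mouse was used or a label was exchanged was not tested. The libraries enter the male group of the sex comparison, and without them, a choice made after the values were seen, 2 genes passed the threshold as before.

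Transgenic cells of a non-barcoded male at P28, which the methods do not list, contained *Fgf7* at 47.4 CPM, against 0.395 to 1.73 CPM in the 4 wild-type mice and 100.2 CPM in the transgenic mouse that the paper reports on. *Fgf7* RNA was thus above the wild-type level in this mouse, but its C/M log10 ratio of −0.194 did not show the rise of the other transgenic mouse, at 0.770. The mice differ in sex, protocol and *Fgf7* level. If the library protocol lowered the cTEC genes of both genotypes alike, the transgenic mouse of each protocol would exceed its wild-type mice equally. The excess was 0.136 with the whole-volume protocol, from 1 transgenic and 1 wild-type mouse, and 0.905 with the split-volume protocol, from 1 transgenic and 3 wild-type mice. With a single mouse of each genotype in the former, the spread of these differences is not known, so the protocol and a difference between the mice cannot be told apart. Sex and the amount of *Fgf7* stay open as biological explanations and were not tested.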

How the results depend on the processing

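All alternatives were chosen before the data were examined, except 3: leaving out the libraries labelled as a biological replicate, lifting the EP/PP condition on the mTEC domain, and every alternative for the change of early progenitor genes within the postnatal progenitor domain. Where a value changed, the cause was not tested unless a sentence says otherwise.

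The differences between ages in the EP/PP ratio kept their sign under all 27 combinations of age and alternative. At 1 year, however, the log10 ratio over all cells was 0.0488, within the SD of the P28 mean (0.0130 ± 0.0419). Female B at P28 was higher, at 0.0633. Leaving out each P28 mouse in turn gave a difference at 1 year of 0.0241 to 0.0526. With unsorted libraries only, the EP/PP differences were 0.599 at E16.5, 0.603 at P0 and 0.0820 at 1 year, each minus P28. The C/M differences in these libraries were 1.15 at E16.5 and 1.20 at P0. With marker lists in place of the rebuilt lists, the C/M difference was 0.737 at P0, and at 1 year it reversed, to −0.0689. In the postnatal progenitor domain, the rise of the early progenitor genes at 1 year (median log2 0.85 to 1.09) and of the EP/PP ratio (0.180 to 0.227) moved by less than the spread of the P28 mice under all 8 alternatives of each.

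Shares of cells with a high score are compared as percentage points minus P28. The excess of early progenitor scores at E16.5, 22.8 points, was 35.0 with unsorted libraries only, 41.2 with lists without the 5 shared genes, 34.6 with no thinning, 17.6 without proliferating, thymocyte-bearing and non-epithelial clusters, and 16.7 to 35.0 with each P28 mouse left out in turn. With the 90th percentile it reversed, to −3.38. At 1 year, the excess of early progenitor scores was 45.9, of postnatal progenitor scores 14.4 and of cells high in both 21.3 with lists without the shared genes. Without the top gene of each score, these were 47.6, 21.8 and 27.3. With the 90th percentile they were 46.0, 21.2 and 20.9. Leaving out each P28 mouse in turn gave an excess of cells high in both of 38.2 to 45.4. The 90th percentile also moved the difference at E16.5 to −9.05 for postnatal progenitor scores and 44.9 for cTEC scores, that of cTEC scores at 1 year to 2.90, and those of mTEC scores to −4.49 at P0 and −7.22 at 1 year, because a stricter limit makes each share smaller. With unsorted libraries only, the mTEC difference at P0 was −22.8. With marker lists, the cTEC difference at E16.5 was 51.0, and the mTEC difference at 1 year reversed, to 6.24. Leaving out each P28 mouse in turn kept the sign of all 9 differences of this kind.

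The largest share of a gene in a progenitor score was moved by the lists that were used, since they leave out the gene concerned or shrink the score. With lists without the shared genes, it was 6.70% for the early progenitor score at 1 year, and 15.2% at E16.5, 14.5% at P28 and 17.4% at 1 year for the postnatal progenitor score. Without the top gene, it was 7.13% for the early progenitor score at 1 year, and 9.72% at E16.5, 8.63% at P0, 7.25% at P28 and 14.9% at 1 year for the postnatal progenitor score. With unsorted libraries only, the postnatal progenitor score had 9.25% at P0 and 13.4% at P28.

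Shares of cells in the domains moved in 65 of 288 combinations of share and alternative. For the P28 transgenic genotype they are those of the mouse in the paper's list. With unsorted libraries only, the shares at P0 were 5.82% early progenitors, 6.63% postnatal progenitors, 77.4% cTECs and 2.06% mTECs, and at 1 year 88.9% postnatal progenitors and 6.14% cTECs. Resolution 0.5 gave 55.6% early progenitors, 7.08% postnatal progenitors and 36.9% cTECs at E16.5, and 0% early progenitors, 10.3% postnatal progenitors, 64.7% cTECs and 18.3% mTECs at P0. It gave 30.97% mTECs at P28, 39.8% postnatal progenitors and 12.3% mTECs in the P28 transgenic mouse, and 98.4% postnatal progenitors, 0% cTECs and 0% mTECs in the 1-year transgenic mouse. Resolution 2 gave 18.4% early progenitors, 5.58% postnatal progenitors and 67.6% cTECs at E16.5, 0% early progenitors, 9.98% postnatal progenitors and 65.7% cTECs at P0, and 80.5% postnatal progenitors and 7.33% cTECs at 1 year. In transgenic mice it gave 4.13% early progenitors, 33.9% cTECs and 7.95% mTECs at P28, and 95.7% postnatal progenitors, 0% cTECs and 2.29% mTECs at 1 year. Limits of the C/M scale lower by 0.1 gave 0% early progenitors at E16.5, P0 and P28, and 92.1%, 63.0% and 9.08% cTECs at these ages. They gave 17.1% postnatal progenitors, 68.2% cTECs and 8.56% mTECs in the P28 transgenic mouse. Limits higher by 0.1 gave 67.9% early progenitors and 24.3% cTECs at E16.5, and 54.6% early progenitors, 9.59% postnatal progenitors, 8.37% cTECs and 20.8% mTECs at P0. They gave 11.7% early progenitors, 49.3% postnatal progenitors and 22.3% cTECs in the P28 transgenic mouse, and 97.4% postnatal progenitors and 0% cTECs in the 1-year transgenic mouse. An EP/PP limit of 0.3 gave 52.3% early progenitors and 39.9% cTECs at E16.5, 4.25% early progenitors and 34.1% cTECs in the P28 transgenic mouse, and 3.57% early progenitors and 91.2% postnatal progenitors in the 1-year transgenic mouse. Lifting the EP/PP condition on the mTEC domain gave 53.6% postnatal progenitors and 31.8% mTECs at P28, 79.2% and 6.61% at 1 year, and 81.8% and 13.6% in the 1-year transgenic mouse. Leaving out doublets or any P28 mouse moved no share by more than its spread. Since the limits alone moved early progenitors between 0% and 67.9% at E16.5, that share rests on the limits.

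Links of the early progenitor domain to cTECs were 7.47 times those expected from cell numbers with resolution 0.5, and those to mTECs 0.00631 times. Links to cTECs exceeded the expected number in each of the 3 alternatives run. *Fgfr2* was higher in early progenitors and cTECs than in postnatal progenitors and mTECs at P28 in all 7 alternatives, by a log2 difference of 0.78 to 1.21, but 4 mice are too few for a p below the threshold.

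In the sex comparison, edgeR called 2 genes, lower in females, and called the same genes with RLE size factors and with sorted libraries included. The values that follow are percentages of the genes tested. DESeq2 called 112 genes (0.380%, with 0.0204% higher and 0.360% lower in females) and edgeR with no low-count filter called 194 (0.658%, 0.0577% and 0.601%), and both calls included the 2 genes. With all cells of at least 1000 transcripts, edgeR called 0 genes (1198 at an unadjusted p below 0.05), and with the biological replicate libraries as a mouse of their own 0 (1779 at an unadjusted p below 0.05), and DESeq2 was not run with these settings. Leaving out each mouse in turn gave calls of 0.299% to 5.91% of genes, 0.0104% to 2.71% higher and 0.136% to 3.20% lower, with the 2 genes in each. The most, 1222 genes, were called without the barcoded male, and 65 without the non-barcoded male, 66 without female A and 0.483% without female B. Such a fit has 1 mouse in a group, which is assumed to vary like the others. Of the named genes, 6 calls became stronger and 4 weaker across the alternatives.

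In the comparison of transgenic and wild-type mice, edgeR called 133 genes, of which 120 were called with RLE size factors and 131 with all cells of at least 1000 transcripts. DESeq2 called 1180 genes (3.96% of those tested, 2.01% higher and 1.94% lower), and edgeR with no low-count filter called 1.10% (0.878% and 0.225%), and both included the 133. With protocol and sex as covariates edgeR called 42 (0.190%, 0.167% and 0.0226%), of which 40 were among the 133. It called 0 genes with sorted libraries included (1772 at an unadjusted p below 0.05) and 0 with no covariate (1267 at an unadjusted p below 0.05), and DESeq2 was not run with these settings. The transgenic mouse of the paper's list against the 3 barcoded wild-type mice gave 2215 genes (10.8%, 4.01% and 6.76%). Leaving out each mouse in turn gave 0% to 11.0% of genes, 0% to 4.49% higher and 0% to 6.56% lower. The calls numbered 2250 without the non-barcoded wild-type male, 1 without the barcoded male, 0 without female A (2444 at an unadjusted p below 0.05), 26 without female B, 3 without the transgenic mouse of the paper's list (none of them among the 133) and 2185 without the second transgenic mouse. The fits with 2215, 2250, 2185 and 3 calls rest on 1 transgenic mouse for the contrast, which is assumed to vary like the other mice. The list of genes therefore depends on the mice that enter it. Of the named genes, 69 calls became weaker and 30 stronger across the alternatives. The log2 fold changes of *Cd3e*, *Ivl* and *Mki67*, which were not past the threshold in the main fit, changed sign with a mouse left out (−1.16 to 0.77, −1.88 to 0.26 and −0.22 to 0.36). *Fgf7* itself had a log2 fold change of 5.49 to 6.40 with each mouse left out. For the scores, leaving out the transgenic mouse of the paper's list reversed the transgenic minus wild-type differences of the early progenitor share (−0.141), the cTEC share (−0.606) and the C/M ratio (−0.0104), and leaving out the second transgenic mouse reversed that of the postnatal progenitor share (0.0124). These differences do not take the protocol into account, and the second transgenic mouse had larger early progenitor and cTEC shares (1.13% and 2.46%) than the wild-type male of its protocol (0.944% and 1.797%). Over all mice left out in turn, these differences ranged from −0.141 to 1.21, from −0.606 to 5.09, from −0.0104 to 0.954 and from −0.664 to 0.0124. No difference of a score had an exact p below 0.0667, the smallest that 4 mice against 2 allow.

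No paired analysis of sex, genotype or age was possible, because each mouse belongs to 1 of each. Only *Fgfr2* was compared between populations within each mouse. The number of cells limits the rarest populations, most of all in the smallest group, the second transgenic mouse. A count of 0 cells in a domain does not bound a share, because whole clusters were placed. At 1 year, with the lowest depth, 277 of 2088 cells were too shallow to be thinned to 1000 transcripts.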

Differences from the paper's values

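The paper's values below come from its source data, those for cells plotted in Fig. 1a from its legend. Alternatives are those set before the data were examined, unless stated otherwise. Lifting the EP/PP condition on the mTEC domain was chosen after seeing the values.

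For postnatal progenitors at E16.5, the paper's share is 7.59% and the share found here 4.68%. It came within 1.5 times the paper's share with resolution 0.5 (7.08%) and resolution 2 (5.58%), and not with the others. At P0, the paper's share of early progenitors is 13.0%, and the share found here was 4.43%, and every alternative differed too, from 0% to 54.6%. For postnatal progenitors at P0, the paper's share is 7.79% against 17.8% here. Unsorted libraries only (6.63%), resolution 0.5 (10.3%), resolution 2 (9.98%) and limits of the C/M scale higher by 0.1 (9.59%) came within 1.5 times the paper's share, and the others did not.

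At P28, the paper's share of postnatal progenitors is 39.8% and that found here 64.1%. Resolution 0.5 (55.4%) came within 1.5 times the paper's share, as did lifting the EP/PP condition on the mTEC domain (53.6%), chosen after seeing the values, and no other alternative did. For mTECs at P28, the paper's share is 40.4% against 21.2% here, and resolution 0.5 (30.97%) and the lifted condition (31.8%), chosen after seeing the values, came within 1.5 times of it, while the others did not. For cTECs at P28, the paper's share is 9.57% against 4.21% here, and only limits of the C/M scale lower by 0.1 (9.08%) came within 1.5 times of it. At 1 year, the paper's share of cTECs is 15.0% against 9.72% here, and resolution 0.5 (11.1%) came within 1.5 times of it, while the others did not. For mTECs at 1 year, the paper's share is 13.9% against 0% here, and all alternatives differed, the lifted condition included (6.61%). For early progenitors in the P28 transgenic mouse, the paper's share is 22.7% against 0% here, and all alternatives differed, the largest being 11.7% with limits of the C/M scale higher by 0.1.

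The paper's source data plot 5584 cells in its P28 clusters, and its legend gives 6,959 cells, against 11448 cells from the 4 mice here. *Krt5* has 9.32% of the postnatal progenitor score at E16.5 in the paper's source data and 14.2% here. No alternative was compared with these counts or with this share.

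At P28, the postnatal progenitor domain was larger than that of mTECs in all 4 mice, at 54.0% to 76.3% of cells against 17.0% to 23.0%. It took in all clusters not placed elsewhere, both late mTEC-like clusters and the proliferating cluster among them. The populations compared are therefore not the same as those of the paper, which states that mTEC-like cells dominate at P28. It states that the proportion of early progenitors was increased in P28 transgenic mice, whereas 0 of 3247 and 0 of 1055 cells were placed with them (4.25% of the former with an EP/PP limit of 0.3), although early progenitor genes gave 2.48% of transcripts in the paper's mouse, above the wild-type mice, and 1.13% in the second mouse. It also states that *Fgfr2* was highest in early progenitors and cTECs at all time points. The highest level was in 1 of these populations in 9 of 10 mice, although at 1 year the intervals of cTECs (149 CPM) and postnatal progenitors (145 CPM) overlapped in the wild-type mouse. In the P28 transgenic mouse of the paper's list, postnatal progenitors had 218.8 CPM (209.3 to 228.7) and cTECs 203.4 CPM (195.8 to 211.2), and no cell was placed with early progenitors.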

Other observations

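The test of fibroblasts as the source of most of the rise of the early progenitor genes was chosen after the result was seen.

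The 5 genes in both progenitor lists raise both scores at once and might produce the cells high in both at 1 year. Without them, the share was 32.0% of 1-year cells, above the 6.74% to 14.6% of the P28 mice, so that the shared genes do not account for the whole excess over P28, which was 43.0 percentage points with the full lists and 21.3 without them. An age-related change stays open as a biological explanation, but with 1 mouse at 1 year, age and mouse were confounded. The 1-year cells also had the lowest depth, which was equalised by thinning each cell to 1000 transcripts.

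The cells with a high mTEC score at P0, 12.4% of all cells, might be supplied by the UEA-1+ sorted libraries. In unsorted libraries, with the threshold taken from unsorted P28 cells, the share was 1.92%, as sorting for an mTEC marker would produce. A rise from E16.5 (0.590%, 0.331% to 0.971%) remains in unsorted cells (1.26% to 2.79%), and development stays open as its biological explanation, with 1 mouse at each age and intervals that cover counting error only.

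The rise of the early progenitor score in the postnatal progenitor domain at 1 year might come from a few abundant genes such as *Apoe*. The median early progenitor gene rose by 0.97 (log2), and 116 of 129 genes rose, so that a few genes cannot be the whole cause. It could also come from fibroblast RNA or cells, and the collagens *Col1a1*, *Col1a2* and *Col3a1* were used as their markers, none of them an early progenitor gene. Their median log2 change of 1.17 was not below that of the early progenitor genes, so that a contribution of fibroblast RNA remains open. Its size was then estimated from 32 cells of fibroblast-like clusters, of which 14 were from E16.5 and 18 from P28. There, the collagens reached 9901 CPM and the early progenitor genes 30978 CPM. The collagens rose from 24.4 to 71.2 CPM in the domain, which allows 0.473% of its RNA to come from such cells and would bring 0.444% of the rise of the early progenitor genes, from 13491 to 32132 CPM. Fibroblasts with this composition are thus an unlikely source of most of the rise, although aged fibroblasts were not measured. Age stays open as a biological explanation and is confounded with the mouse.

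In the aged transgenic mouse, *Fgf7* was at 20.3 CPM, and in the aged wild-type mouse at 6.31 CPM, against 1.73 CPM or less in the P28 wild-type mice. In 42 of the libraries, wells outside the set of 96 used for the library contained at least 1000 transcripts, and these wells were not used.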
